# Target prediction and validation of microRNAs expressed from FSHR and aromatase genes in human ovarian granulosa cells

**DOI:** 10.1038/s41598-020-59186-x

**Published:** 2020-02-10

**Authors:** Ilmatar Rooda, Kati Hensen, Birgitta Kaselt, Sergo Kasvandik, Martin Pook, Ants Kurg, Andres Salumets, Agne Velthut-Meikas

**Keywords:** miRNAs, Transcriptomics, Ovary

## Abstract

MicroRNAs (miRNAs) are known post-transcriptional regulators of various biological processes including ovarian follicle development. We have previously identified miRNAs from human pre-ovulatory ovarian granulosa cells that are expressed from the intronic regions of two key genes in normal follicular development: FSH receptor (*FSHR*) and *CYP19A1*, the latter encoding the aromatase enzyme. The present study aims to identify the target genes regulated by these miRNAs: hsa-miR-548ba and hsa-miR-7973, respectively. The miRNAs of interest were transfected into KGN cell line and the gene expression changes were analyzed by Affymetrix microarray. Potential miRNA-regulated genes were further filtered by bioinformatic target prediction algorithms and validated for direct miRNA:mRNA binding by luciferase reporter assay. *LIFR*, *PTEN*, *NEO1* and *SP110* were confirmed as targets for hsa-miR-548ba. Hsa-miR-7973 target genes *ADAM19*, *PXDN* and *FMNL3* also passed all verification steps. Additionally, the expression pattern of the miRNAs was studied in human primary cumulus granulosa cell culture in relation to the expression of their host genes and FSH stimulation. Based on our findings we propose the involvement of hsa-miR-548ba in the regulation of follicle growth and activation via LIFR and PTEN. Hsa-miR-7973 may be implicated in the modulation of extracellular matrix and cell-cell interactions by regulating the expression of its identified targets.

## Introduction

Granulosa cell functions are essential in follicular development, maturation, and atresia. Granulosa cells support oocyte growth via continuous bidirectional communication to ensure oocyte quality and developmental competence. Due to the close communication cumulus (CGC) and mural granulosa cells (MGC) may reflect the characteristics of the oocyte and an understanding of the patterns of expression and functions of miRNAs in those cells may lead to a better understanding of follicle maturation and its dysfunction^1,2^.

MicroRNAs (miRNAs) are short non-coding RNA molecules approximately 22 nucleotides in length^3^. MicroRNAs bind to their target mRNA 3′ untranslated region (3′UTR) at sites complementary to the miRNA 5′ seed region. MicroRNA biding to the target gene regulates gene expression by destabilizing the mRNA and/or inhibiting its translation^4^. In a few cases, an increase in gene expression has also been observed^5^.

MicroRNAs have key role in the post-transcriptional regulation of various important biological processes, including cell proliferation, differentiation, apoptosis, and hormone biosynthesis and secretion^6^. Functional ovary requires precise coordination of follicle recruitment, selection and ovulation processes. Development of ovarian follicles is a complex process including oocyte maturation, granulosa cell proliferation and differentiation. MicroRNAs expressed in the ovary have regulative roles in ovarian follicle development and the expression of miRNAs in the ovary varies within the specific cell type and function^7^. The overall role of miRNAs in ovarian functions has been extensively studied in the mouse model as well as in humans. *Dicer1* conditional knock-out mice without the ability to process mature miRNAs in anti-Müllerian hormone expressing cells, including follicular granulosa cells, demonstrate abnormalities in ovulation, early embryonic development, and estrous cycles^8^. miRNA expression levels in CGC is altered in women diagnosed with polycystic ovary syndrome^9^. Additionally, there is a difference in the miRNA profile of CGC related to the meiotic maturation stage of the corresponding oocyte^10^. Therefore, granulosa cell miRNAs may serve as potential biological markers to increase the efficiency of assisted reproductive technologies by providing non-invasive means to assess oocyte quality and embryo survival potential^1^.

miRNAs hsa-miR-548ba and hsa-miR-7973 were previously identified by deep sequencing of MGC and CGC populations isolated from women undergoing controlled ovarian stimulation and *in vitro* fertilization. Both miRNAs are of intronic origin: hsa-miR-548ba gene resides in the follicle stimulating hormone receptor (*FSHR*) gene and hsa-miR-7973 is located in the intron of the *CYP19A1* gene^11^. The regulatory mechanisms and target genes for those two miRNAs are currently not known.

Follicle stimulating hormone (FSH) activates time-related changes in granulosa cell gene expression by binding to FSHR promoting proliferation, differentiation, antrum formation, and oocyte maturation. Moreover, FSH stimulates aromatase expression and estrogens production^12,13^. Estrogens are produced by aromatization of androgens by aromatase enzyme encoded from *CYP19A1* gene^14^. Both FSHR and aromatase are crucial for follicle development and maturation^13^.

The genomic locations of hsa-miR-548ba and hsa-miR-7973 in *FSHR* and aromatase genes, respectively, refers to potentially important regulatory roles of these miRNAs in follicle development and function. The primary aim of the current study was to identify the target genes of hsa-miR-548ba and hsa-miR-7973 in human granulosa cells by using granulosa KGN cell line as a model^15^. Secondly, the dependency of endogenous miRNA expression on their host genes and on FSH stimulation is investigated in primary human granulosa cells.

## Results

Multiple methods and selection criteria were used to identify and narrow down the potential targets of hsa-miR-548ba and hsa-miR-7973. The methodological rationale for filtering the potential targets is depicted in Fig. 1.

**Figure 1:**
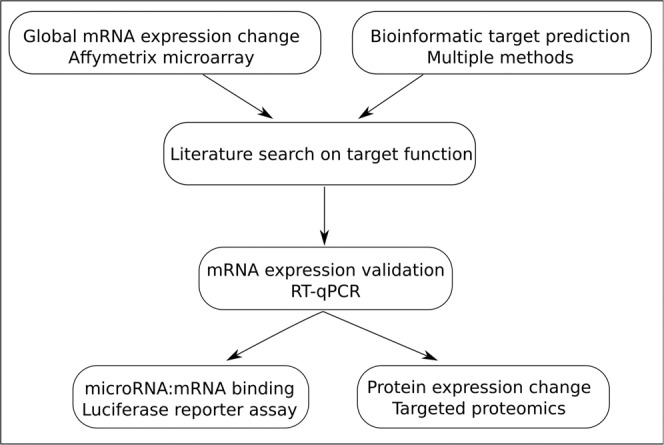
The rationale and methods used to identify and validate miRNA targets. Each arrow represents a filtering step, the conditions of which are specified in the text.

### Global gene expression changes upon transient expression of hsa-miR-548ba and hsa-miR-7973 in KGN cells

The first aim of the current study was to evaluate the effect of miRNA transfection on the global gene expression change in human granulosa cell line KGN. In non-transfected KGN cells the expression levels of hsa-miR-548ba and hsa-miR-7973 barely reached the detection limit (Supplementary Fig. 1). After optimization experiments (data not shown), the transfection of 12.5 nM miRNA mimic lead to considerably higher expression levels in comparison to primary granulosa cells (Supplementary Fig. 1). However, such level of over-expression did not influence cell viability or proliferation rate (Supplementary Fig. 2).

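KGN is a line of human granulosa tumour cells, used as a model of the granulosa cells that surround the oocyte in the ovarian follicle. Cells received 12.5 nM of a mimic of hsa-miR-548ba, of hsa-miR-7973 or of cel-miR-39-3p, a miRNA of the worm Caenorhabditis elegans that served as the control. RNA was taken after 72 h, and 4 arrays were run per mimic, 12 in all. The authors normalized the arrays with RMA (robust multi-array average), which corrects the background, gives all arrays the same distribution and summarises probes on the log2 scale. The 12 arrays had median log2 values between 5.11 and 5.21. Each array held 44629 rows, of which 15835 had 1 gene name in the platform annotation used here, for 14812 genes. The other 28794 rows were unnamed here and were tested but not counted as genes. The 651 genes with several rows were represented by the row with the highest mean. From these values the 3 groups were fitted in 1 linear model with limma over all 44629 rows, and each human miRNA was compared with cel-miR-39-3p, and the 2 human miRNAs with each other, by limma's moderated test. P-values were adjusted after Benjamini and Hochberg over all rows in each comparison, and a gene was called changed at an adjusted p under 0.01. In simulated data with 12 such arrays and 200 changed rows per comparison, rows changed by 1 on the log2 scale were recovered in 83.6% of cases for hsa-miR-548ba, 89.6% for hsa-miR-7973 and 80.6% between the 2 miRNAs. Rows changed by 0.5 were recovered in 34.3%, 28.4% and 38.8%, so that many changes of this size were missed there. The adjusted threshold is less strict where more rows pass, as in the real comparisons with the control (1602 and 1688 rows). The simulated rates are therefore not those of these 2 comparisons, where such changes can be recovered more often. That does not hold between the 2 miRNAs, where 93 rows passed. All arrays came from 1 cell line, so that the p-values measure the spread between these samples, and 4 arrays per group limit the precision. Arrays of cells without a mimic were not analysed here.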

Genome-wide gene expression changes upon miRNA transfection were studied on Affymetrix GeneChip Human Gene 2.0 ST Array. The results demonstrated that upon hsa-miR-548ba transfection the expression level of 1,474 and upon hsa-miR-7973 the expression level of 1,552 genes changed with statistical significance (adjusted p-value < 0.01, Supplementary Table IIA,C). 

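In KGN cells, hsa-miR-548ba raised 530 genes and lowered 410 in comparison to cel-miR-39-3p, and hsa-miR-7973 raised 541 and lowered 437. These counts hold only genes with a named row, and 1602 and 1688 rows passed in all. Of the 1473 and 1551 rows in the copies of the paper's 2 tables used here, 934 and 972 had a named row. The counts are therefore not set against those of the paper. The 2 largest rises were shared by both miRNAs: ANKRD1 (gene ID 27063), an ankyrin repeat protein and known target gene of YAP, and VCAM1 (gene ID 7412), a cell adhesion molecule. The log2 value of ANKRD1 was 5.40 ± 0.17 (SD, n = 4 arrays) in control cells, 7.62 ± 0.42 (SD, n = 4) with hsa-miR-548ba and 8.66 ± 0.48 (SD, n = 4) with hsa-miR-7973. These are log2 fold changes of 2.22 (standard error 0.23, adjusted p = 7.83e-05 from limma's moderated test) and 3.25 (standard error 0.23, adjusted p = 3.10e-06). VCAM1 rose by log2 fold changes of 2.05 (standard error 0.17, adjusted p = 1.43e-05) and 3.14 (standard error 0.17, adjusted p = 7.05e-07). OXTR, the oxytocin receptor, had log2 fold changes of 1.60 with hsa-miR-548ba and 1.95 with hsa-miR-7973. CLDN1, a protein of tight junctions, rose with both (adjusted p = 2.16e-05 and 3.41e-06), with a log2 fold change of 1.82 with hsa-miR-7973. PRR11, a proline-rich protein, had log2 fold changes of 1.98 and 1.89, and IGFBP5, a binding protein of insulin-like growth factors, 1.08 and 1.34. Among the 10 largest rises with hsa-miR-548ba were also NUCB1, a calcium-binding protein of the Golgi, with a log2 fold change of 1.76, PSAT1, an enzyme of serine synthesis, with 1.66, and FOXM1, a transcription factor of cell division, with 1.53. GFRA1, a co-receptor for GDNF, rose by 1.19 on the log2 scale with hsa-miR-548ba and by 1.96 with hsa-miR-7973. The largest fall with hsa-miR-548ba was that of CD24, a glycoprotein of the cell surface, from 6.12 ± 0.15 (SD, n = 4) to 4.40 ± 0.24 (SD, n = 4). This is a log2 fold change of -1.72 (standard error 0.12, adjusted p = 3.36e-06) that ends under 5.14, the median level of all rows. With hsa-miR-7973 its log2 fold change was -1.13. LYPD1 had log2 fold changes of -1.43 and -1.12, TMOD1, a protein that caps actin filaments, -1.24 and -1.03, and the metallothioneins MT1F and MT1X -1.25 and -1.07 with hsa-miR-548ba and -1.14 and -1.19 with hsa-miR-7973. PDE7B, a phosphodiesterase that degrades cAMP, had log2 fold changes of -1.12 and -1.20, and KMO, an enzyme of tryptophan breakdown, -1.19 and -1.10. The median size of the log2 fold change was 0.52 over the 940 genes changed by hsa-miR-548ba and 0.53 over the 978 changed by hsa-miR-7973. It reached 1 in 62 and 80 of them. The number of genes changed by hsa-miR-548ba was 611 without its replicate 1, 614 without its replicate 2 and 613 without control replicate 3, and the number changed by hsa-miR-7973 was 574 in a fit of the 8 arrays compared. It was 1426 and 1533 for the 2 miRNAs over rows above the median level alone, 1542 and 1624 with a trend and robust variances, and 1641 and 1760 at an adjusted p under 0.05.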

From those genes 1,015 were regulated by both miRNAs, 459 genes only by hsa-miR-548ba and 537 by hsa-miR-7973. 

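Most genes that responded to both miRNAs and passed the test did so in the same direction. Of 1274 genes changed by at least 1 miRNA, 383 were higher with both, 261 were lower with both and none moved in opposite directions by limma's moderated test. At an unadjusted p under 0.05 in both comparisons, 19 genes had opposite directions and 2472 the same, where the shared control arrays alone favour the same direction. A further 296 genes were called only with hsa-miR-548ba and 334 only with hsa-miR-7973, again among genes with a named row alone. Of these 630 genes, 46 differed between the 2 miRNAs when their arrays were compared directly, 13 of the first set and 33 of the second. The direct comparison gave 64 genes, 34 higher with hsa-miR-548ba and 30 higher with hsa-miR-7973. RRAS (gene ID 6237), a small GTPase of the Ras family, had a log2 value of 10.66 ± 0.052 (SD, n = 4) with hsa-miR-548ba, 9.14 ± 0.13 (SD, n = 4) with hsa-miR-7973 and 10.42 ± 0.066 (SD, n = 4) in control cells. The log2 fold change of hsa-miR-548ba over hsa-miR-7973 was 1.52 (standard error 0.074, adjusted p = 2.00e-06). HIPK3, a protein kinase, and MRPL53, a protein of the mitochondrial ribosome, were also higher with hsa-miR-548ba, by log2 fold changes of 0.85 (standard error 0.059, adjusted p = 3.59e-05) and 0.97 (standard error 0.072, adjusted p = 4.88e-05). Against the control, hsa-miR-7973 lowered both, by log2 fold changes of -0.71 and -0.93, and their values with hsa-miR-548ba were 0.14 and 0.04 (adjusted p = 0.229 and 0.873). Genes higher with hsa-miR-7973 included RDH10, an enzyme of retinoic acid synthesis, with a log2 fold change of -0.87 for hsa-miR-548ba over hsa-miR-7973 (standard error 0.089, adjusted p = 8.36e-04), and LHX9, a transcription factor of gonad development, with -0.74 (standard error 0.078, adjusted p = 9.63e-04). In the fit of these 8 arrays alone 9 genes passed, and RDH10 and LHX9 had adjusted p = 0.0122 and 0.0129. Across the 14812 genes, which are not independent replicates, the log2 fold changes of the 2 miRNAs had Pearson's r = 0.810 and a covariance of 0.0426. Both comparisons use the same 4 control arrays, and with 20 simulations of unchanged groups the mean r was 0.50, the mean covariance 0.00608 and the number of genes called in both 0. With the control arrays split 2 and 2 between the comparisons, r was 0.623, the covariance 0.0365 and the number of shared genes 275.7 on average over 6 splits, where each miRNA called 437.8 and 488.3 genes. Independent lists of the observed sizes would share 19.4 genes higher and 12.1 lower. The 64 genes became 34, 29, 25 and 27 without hsa-miR-548ba replicates 1, 2, 3 and 4, 39, 28 and 38 without hsa-miR-7973 replicates 1, 2 and 3, and 41 without control replicate 3, and the 46 became 26, 24, 20 and 22 without those of hsa-miR-548ba and 30, 21 and 28 without those of hsa-miR-7973. Without hsa-miR-548ba replicates 1, 2, 3 and 4 and control replicates 1 and 3, 130, 143, 138, 143, 178 and 176 genes were called only with hsa-miR-548ba, and without hsa-miR-7973 replicate 2, 210 were called only with hsa-miR-7973.

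**Figure D1:**
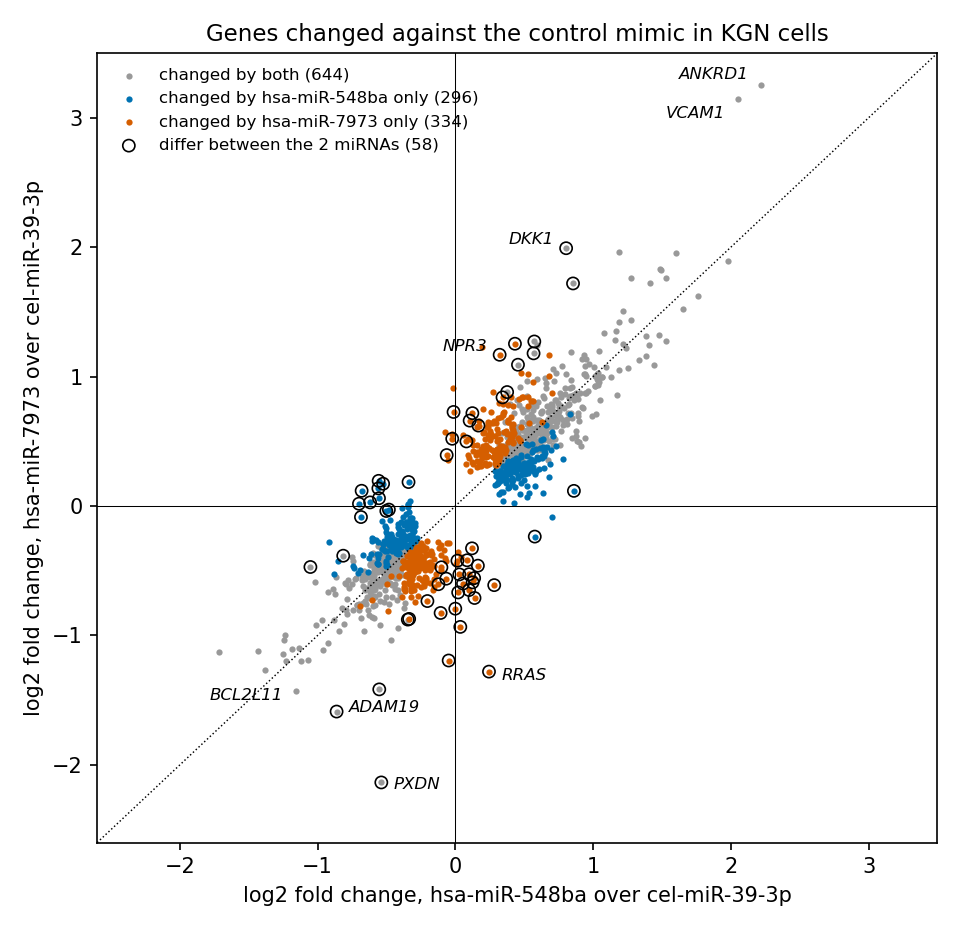
Log2 fold change of each of the 1274 genes changed by at least 1 miRNA, hsa-miR-548ba over cel-miR-39-3p on the horizontal axis and hsa-miR-7973 over cel-miR-39-3p on the vertical axis. Colours mark the 644 genes changed by both, the 296 called with hsa-miR-548ba only and the 334 called with hsa-miR-7973 only, and rings mark the 58 of them that also differed between the 2 miRNAs.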

Gene expression changes were calculated in comparison to the control samples transfected with miRNA cel-miR-39-3p that presumably has no target sequences in human cells.

Cluster analysis of microarray results expectedly revealed that cells transfected with different miRNA mimics formed separate clusters (Fig. 2). However, control samples expressing cel-miR-39-3p grouped separately from samples transfected with miRNAs hsa-miR-548ba and hsa-miR-7973. This is also confirmed by the overlapping number of commonly regulated genes by the human miRNAs.

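The arrays of cells with hsa-miR-548ba and with hsa-miR-7973 lay closer to each other than to the control arrays. The mean Euclidean distance over all 44629 rows was 58.3 between the 2 human miRNAs (16 pairs of arrays), 64.1 between hsa-miR-548ba and cel-miR-39-3p and 67.3 between hsa-miR-7973 and cel-miR-39-3p. Within groups it was 53.7 for hsa-miR-548ba, 59.2 for hsa-miR-7973 and 55.7 for cel-miR-39-3p (6 pairs each), so that arrays with hsa-miR-7973 were on average as far from each other as from those with hsa-miR-548ba. The mean distance of a control array to the human miRNA arrays was 1.13 ± 0.0165 (SD, n = 4 control arrays) times the distance between the 2 human miRNA groups. In hierarchical clustering with complete linkage, the 4 control arrays stood alone on a branch over all rows and over the 1274 genes changed by at least 1 miRNA. The 3 mimics formed 3 branches of their own over these 1274 genes, which were chosen for their difference from the control, and not over all rows. The leading principal component held 22.3% of the variance, with control arrays between 26.4 and 29.0 and human miRNA arrays between -21.1 and -10.3. The next held 10.3%, with hsa-miR-548ba arrays between 7.08 and 19.9 and hsa-miR-7973 arrays between -29.0 and 7.70. The paper takes the number of genes regulated by both human miRNAs as further evidence for the separate grouping of the control samples. In its discussion it proposes that the large overlap can come from secondary effects, since over-expressed miRNAs can saturate the RNA silencing complex (RISC). Control cells also received a mimic, so that a load on RISC common to every mimic would not show against them.

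**Figure D2:**
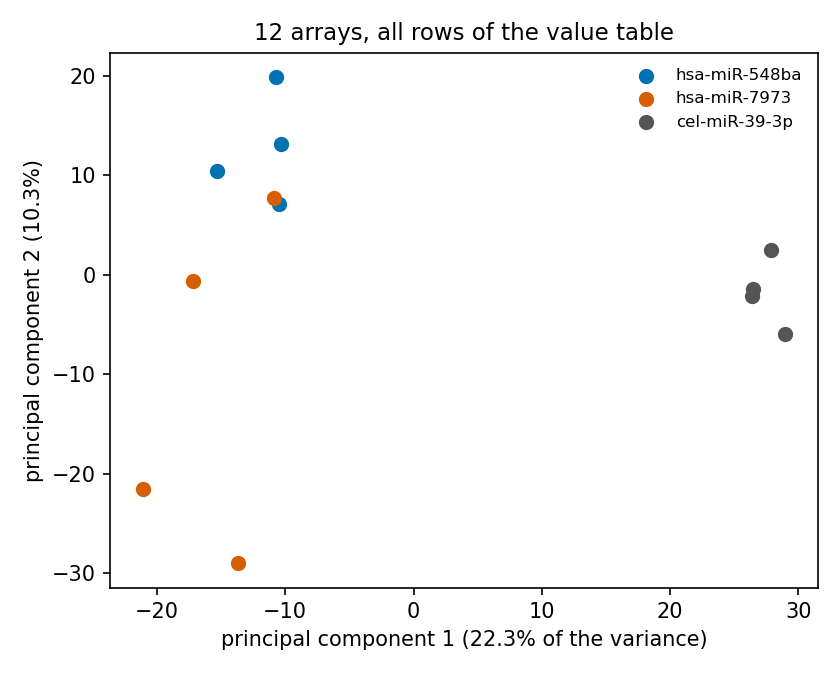
Leading 2 principal components of the 12 arrays over all rows, with their share of the variance on the axes and 1 point per array. The 4 control arrays sit at 26.4 to 29.0 on the horizontal axis, apart from the 8 arrays with a human miRNA.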

**Figure 2:**
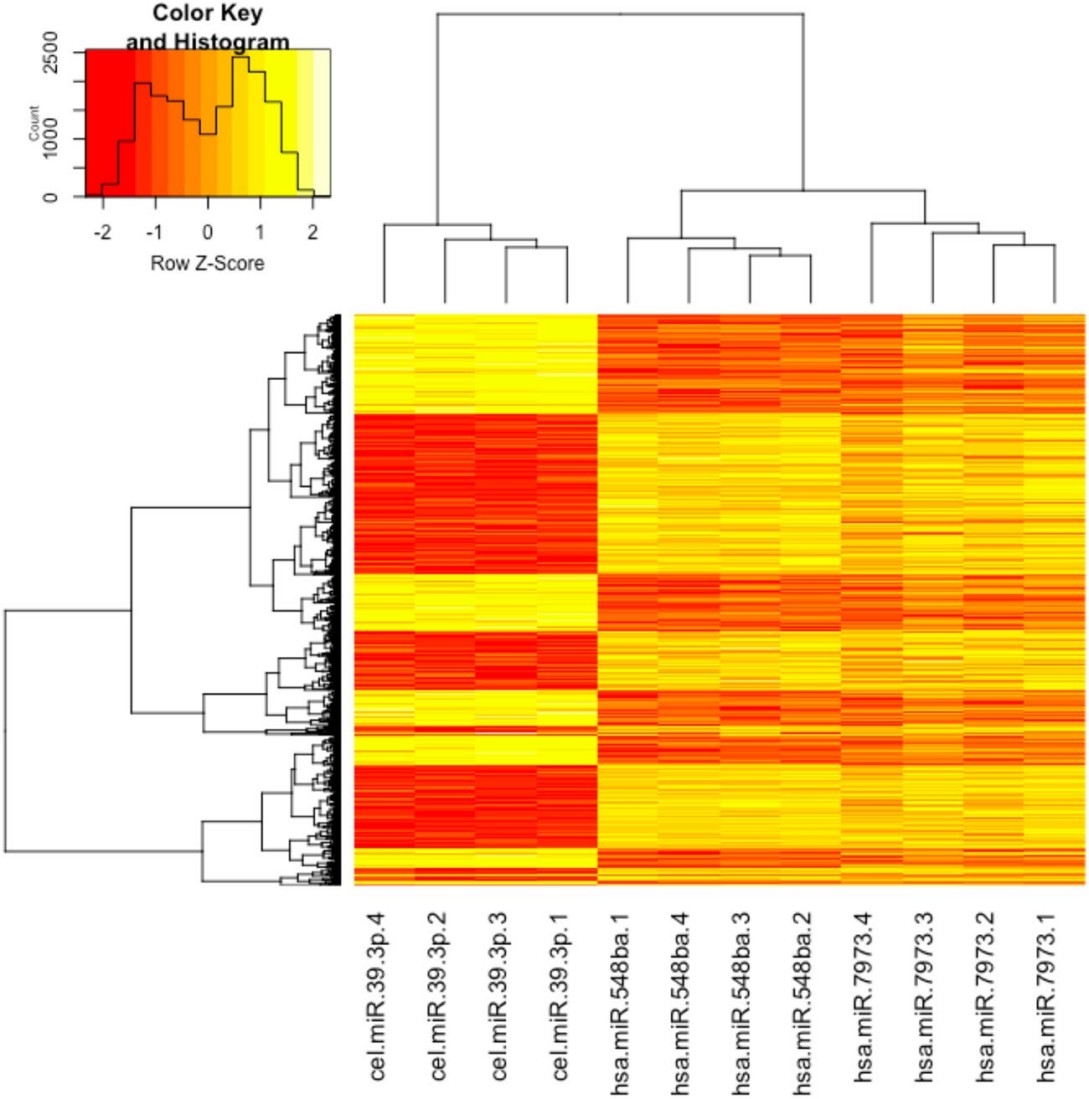
Cluster analysis of gene expression changes upon transfection of KGN cells with cel-miR-39p, hsa-miR-548ba or hsa-miR-7973 miRNA mimic. Gene expression changes were analyzed 72 h after transfection on Affymetrix microarray. Only statistically significant results are presented (adjusted p-value < 0.01, n = 4).

Transfection of KGN cells with hsa-miR-548ba and hsa-miR-7973 leads to the regulation of several common as well as unique signaling pathways (Supplementary Table IIIA,B). Genes differentially expressed upon hsa-miR-548ba transfection are over-represented in syndecan interactions, glycosaminoglycan and fatty acid metabolism, unfolded protein response, G protein-coupled receptor (GPCR) and ephrin signaling among others (Supplementary Table IIIA). 

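Among the genes that changed with hsa-miR-548ba were groups of the cell surface, of the matrix and of the response to unfolded proteins. The gene lists behind these counts were written from general knowledge under the paper's pathway names, after its tables had been read, so that their counts are not independent evidence of those pathways. Of 11 measured genes of syndecan interactions, 3 rose and 1 fell (4 and 1 when adjusted over the list alone). The matrix proteins TNC, a tenascin, and THBS1, a thrombospondin, had log2 fold changes of 0.69 (standard error 0.072, adjusted p = 7.92e-05) and 0.56 (standard error 0.058, adjusted p = 7.17e-05), the cell surface proteoglycan SDC4 0.57 (adjusted p = 9.52e-04) and SDC3 -0.38 (adjusted p = 0.00526). Chondroitin and dermatan sulfate are glycosaminoglycans, and of 29 measured genes of their metabolism 8 fell and 1, VCAN, rose (12 and 2 when adjusted over the list alone). ARSB, a sulfatase that degrades them, had a log2 fold change of -0.79 (standard error 0.076, adjusted p = 4.07e-05), the epimerase DSEL -0.77, the sulfotransferase CHST3 -0.66 and the core protein BGN, biglycan, -0.80. Camera compares a list with all other genes, and at its preset correlation it placed the syndecan list higher (adjusted p = 0.00320) and the chondroitin and dermatan sulfate list lower (adjusted p = 0.00728). With an estimated correlation these were adjusted p = 0.186 and adjusted p = 0.231. Of 21 genes of the unfolded protein response, 5 rose and 1 fell (7 and 3 when adjusted over the list alone). ASNS, asparagine synthetase, had a log2 fold change of 1.40 (standard error 0.095, adjusted p = 2.76e-06), the chaperone HYOU1 0.92, TRIB3 0.89 and the transcription factors DDIT3 and ATF4 0.56 and 0.31, while MANF had -0.41. Of 22 genes of glycosphingolipid metabolism, 3 rose and 3 fell (4 and 6 when adjusted over the list alone). SUMF1, which activates sulfatases, had a log2 fold change of 1.24, ESYT1 0.76 and the galactosylceramidase GALC 0.66, and the ceramidase ASAH1 -0.52 and the ceramide kinase CERK -0.54, besides ARSB. Of 26 genes of fatty acid synthesis and oxidation, 4 fell (4, and 1 higher, when adjusted over the list alone): the elongases ELOVL4 and ELOVL5 with log2 fold changes of -0.65 and -0.52, ACSL5 with -0.39 and HACD3 with -0.36. Of 21 ephrins and Eph receptors, EPHA2 and EPHB1 rose, with log2 fold changes of 0.49 and 0.57 (3 higher and 2 lower when adjusted over the list alone). Camera gave adjusted p = 0.108, 0.486, 0.377 and 0.901 for these last 4 lists, and the glycosphingolipid list had a median of -0.067 and a mean of 0.0043. By Fisher's exact test (two-sided, Benjamini-Hochberg adjusted over 28 lists), with all 14812 genes as background, called genes were in excess in the lists of syndecan interactions (4, with 0.698 expected by chance, adjusted p = 0.00944), chondroitin and dermatan sulfate (9, with 1.84 expected, adjusted p = 2.84e-04), unfolded protein response (6, with 1.33 expected, adjusted p = 0.00535) and glycosphingolipids (6, with 1.40 expected, adjusted p = 0.00619). Fatty acid metabolism (adjusted p = 0.148) and ephrins (adjusted p = 0.495) did not pass. G protein-coupled receptors as a group were not tested, and the 1 measured olfactory receptor, OR4C45, had a log2 fold change of -0.10 (adjusted p = 0.744). ATF4, MANF, ASAH1 and CERK were named after their values were seen. With 1 array left out in turn, the calls of SDC3, EPHB1 and HACD3 stayed in 5, 8 and 2 of 12 fits (highest adjusted p = 0.0220, 0.0144 and 0.0312, each without hsa-miR-548ba replicate 3), that of ACSL5 in 7 (0.0141, without control replicate 3), that of MANF in 3 (0.0267, without hsa-miR-548ba replicate 2) and that of ATF4 in 0 (from 0.0105 to 0.0339, the highest without hsa-miR-548ba replicate 3).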

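With hsa-miR-7973, genes of netrin, growth factor and TGF-beta signaling moved in both directions. Of 23 measured genes of netrin-1 signaling, 4 rose and 1 fell (5 and 2 when adjusted over the list alone). EZR, which links the membrane to actin, had a log2 fold change of 0.79 (standard error 0.060, adjusted p = 4.17e-06), the ubiquitin ligase SIAH2 0.70, the guidance factor SLIT2 0.52 and the netrin receptors UNC5B and UNC5C 0.57 and -0.97 (adjusted p = 0.00572 and 8.45e-05). Of 22 genes of EGFR signaling, 2 rose and 2 fell (2 and 2 when adjusted over the list alone). The kinase MAP2K1 had a log2 fold change of 0.98 (standard error 0.073, adjusted p = 3.69e-06) and the EGFR ligand HBEGF 0.66, and the inhibitors of the pathway SPRY2 and LRIG1 had -0.96 and -0.66. Of 18 genes of PDGF signaling, 5 rose and 1 fell (8 and 1 when adjusted over the list alone). The adaptor NCK2 and the exchange factor RAPGEF1 each had a log2 fold change of 1.02 (adjusted p = 2.90e-06 and 4.17e-06), the ligands PDGFD and PDGFA 0.91 and 0.38, THBS1 0.53 and the protease FURIN -0.75. Of 17 genes of the TGF-beta receptor complex, 3 rose and 4 fell (3 and 5 when adjusted over the list alone). SMURF2, a ubiquitin ligase that acts on SMAD proteins and the receptor, had a log2 fold change of 0.75 (standard error 0.063, adjusted p = 9.80e-06), the decoy receptor BAMBI 0.69 and the signal transducer SMAD3 0.65. JUNB had -0.58, SKIL and TGIF1, which repress SMAD transcription, had -0.40 and -0.35, and FURIN stood on this list too. Of 25 interferon-response genes, EPSTI1 rose with a log2 fold change of 0.85 (adjusted p = 1.08e-04) and IFI44L fell with -0.99 (adjusted p = 0.00600; 1 and 2 when adjusted over the list alone). By Fisher's exact test (two-sided, adjusted over 28 lists) called genes were in excess in the lists of netrin-1 (5, with 1.52 expected, adjusted p = 0.0360), PDGF (6, with 1.19 expected, adjusted p = 0.00304) and TGF-beta (7, with 1.12 expected, adjusted p = 4.83e-04), and not in those of EGFR (adjusted p = 0.0995) or the interferon response (adjusted p = 0.761). Over the genes above the median level alone the netrin-1 list had adjusted p = 0.0735. Camera placed the PDGF list higher (adjusted p = 0.0389, and adjusted p = 0.304 with an estimated correlation) and gave adjusted p = 0.147, 0.749, 0.675 and 0.0812 for netrin-1, EGFR, TGF-beta and interferon. The TGF-beta list had a median of 0.017 and a mean of -0.014, the EGFR list a median of 4.75e-05 and a mean of -0.0032, and the direction of both was lower. Tested between the 2 miRNAs, the netrin-1 list was lower with hsa-miR-548ba (adjusted p = 0.0314, and adjusted p = 0.631 with an estimated correlation), and 2 of its genes differed, SLIT2 by -0.54 and NEO1. That difference had adjusted p = 0.0849 without hsa-miR-7973 replicate 3. The lists of EGFR, PDGF, TGF-beta and interferon genes did not pass between the miRNAs (adjusted p = 0.393, 0.608, 0.378 and 0.268). With hsa-miR-548ba, 6, 4, 4 and 6 genes of the netrin-1, EGFR, PDGF and TGF-beta lists changed. The lists are those written under the paper's pathway names, except that of the interferon response, and PDGFA, SKIL and TGIF1 were named after their values were seen. The PDGF result had adjusted p = 0.0674 without control replicate 4, 0.0508 without hsa-miR-7973 replicate 1 and 0.0629 without its replicate 3. The calls of UNC5B, PDGFD and IFI44L stayed in 5, 8 and 4 of 12 fits with 1 array left out, with the highest adjusted p = 0.0204, 0.0125 and 0.0222, without control replicate 3, hsa-miR-7973 replicate 2 and control replicate 2. Those of PDGFA, SKIL and TGIF1 stayed in 6, 4 and 11 (highest adjusted p = 0.0178, 0.0241 and 0.0126, without control replicate 3, hsa-miR-7973 replicate 2 and control replicate 1), and the difference of SLIT2 between the miRNAs in 2 (0.0321, without hsa-miR-548ba replicate 3).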

Expression of hsa-miR-7973 in KGN cells resulted in the regulation of genes involved in signaling by netrin-1, EGFR, PDGF, and TGF-beta receptor complex, as well as pathways related to the immune system (Supplementary Table IIIB). 

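Genes of cholesterol biosynthesis, of tRNA charging and of smooth muscle contraction rose with both miRNAs. Of 16 measured genes of cholesterol biosynthesis, 8 rose with hsa-miR-548ba and 5 with hsa-miR-7973 (13 and 5 when adjusted over the list alone). ACAT2 (gene ID 39), a cytosolic thiolase at the start of the pathway, rose from 7.65 ± 0.10 (SD, n = 4) to 8.59 ± 0.037 (SD, n = 4) with hsa-miR-548ba and to 8.17 ± 0.13 (SD, n = 4) with hsa-miR-7973, log2 fold changes of 0.94 (standard error 0.078, adjusted p = 1.19e-05) and 0.52 (standard error 0.078, adjusted p = 9.55e-04). HMGCS1, the synthase before HMG-CoA reductase, had log2 fold changes of 0.68 and 0.50, SQLE, squalene epoxidase, 0.65 and 0.44, DHCR7 0.53 and 0.40, and the sterol oxidase MSMO1 0.47 and 0.37. The rise of the list was larger with hsa-miR-548ba in the direct comparison, where its median log2 difference was 0.177 and no single gene passed (6 of 16 higher and 0 lower at an unadjusted p under 0.05, and 1 higher when adjusted over the list alone). By camera that difference had adjusted p = 4.84e-07, and adjusted p = 0.145 with an estimated correlation. Of 15 genes of cytosolic tRNA aminoacylation, 7 rose with hsa-miR-548ba and 6 with hsa-miR-7973 (7 and 10 when adjusted over the list alone). WARS1, the tryptophanyl-tRNA synthetase, had log2 fold changes of 0.84 (standard error 0.083, adjusted p = 5.01e-05) and 0.97 (standard error 0.083, adjusted p = 1.06e-05), IARS1 0.66 and 0.61, AARS1 0.66 and 0.60 and YARS1 0.62 and 0.44. Of 14 genes of smooth muscle contraction, 6 and 5 rose (7 and 6 when adjusted over the list alone). ANXA1, annexin A1, had log2 fold changes of 0.83 and 0.85, the tropomyosin TPM2 0.74 and 0.71, the actin-linked VCL 0.47 and 0.48 and CALD1, caldesmon, 0.46 and 0.46. Syndecan genes, 3 higher and 1 lower of 11 with hsa-miR-7973 (7 and 1 when adjusted over the list alone), were led by SDC4 with a log2 fold change of 1.18 (adjusted p = 2.95e-06), followed by TNC with 0.75, THBS1 and SDC3. Chondroitin and dermatan sulfate genes, 7 lower and 2 higher of 29 (11 and 3 when adjusted over the list alone), included ARSB with -0.80, CHST3 with -0.73 and CHST15 with -0.70, and the 2 higher were UST with 0.66 and VCAN. Camera placed the cholesterol, tRNA and smooth muscle lists higher with hsa-miR-548ba (adjusted p = 1.26e-11, 5.10e-08 and 2.52e-08) and with hsa-miR-7973 (adjusted p = 6.92e-06, 4.46e-07 and 6.92e-06). With an estimated correlation these were adjusted p = 0.0259, 0.0714 and 0.0259 for hsa-miR-548ba, and adjusted p = 0.0932 for each of the 3 with hsa-miR-7973. The syndecan and the chondroitin lists had adjusted p = 3.09e-04 and 0.0178 with hsa-miR-7973, and adjusted p = 0.0932 and adjusted p = 0.337 with an estimated correlation. By Fisher's exact test (two-sided, adjusted over 28 lists) called genes were in excess with hsa-miR-548ba in the cholesterol, tRNA and smooth muscle lists (8, 7 and 6, with 1.02, 0.952 and 0.888 expected, adjusted p = 2.91e-05, 1.16e-04 and 5.79e-04) and with hsa-miR-7973 (5, 6 and 5, with 1.06, 0.990 and 0.924 expected, adjusted p = 0.00823, 0.00114 and 0.00468). The lists carry the paper's pathway names, and of the genes of amino acid transport across the plasma membrane none had a named row, so that they were not analysed here. With hsa-miR-7973, the calls of DHCR7 and MSMO1 stayed in 5 and 10 of 12 fits with 1 array left out (highest adjusted p = 0.0176 without control replicate 3 and 0.0125 without control replicate 2), and HMGCS1 and SQLE had adjusted p = 0.0143 and 0.0140 in the fit of the 8 arrays compared. The calls of SDC3 and VCAN with hsa-miR-7973 stayed in 6 and 8 of 12 fits (highest adjusted p = 0.0220 without control replicate 3 and 0.0123 without hsa-miR-7973 replicate 2).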

As several genes were regulated by both miRNAs, common targeted pathways include cholesterol biosynthesis and amino acid transport across cell membrane (Supplementary Table IIIA,B).

### Bioinformatic target prediction

Microarray analysis results may partly demonstrate secondary effects on mRNA expression: gene expression changes triggered by primary miRNA targets. Therefore, to discriminate between primary and secondary target genes the differential expression results obtained from the microarray analysis method were compared to potential miRNA target mRNA-s predicted by bioinformatic algorithms. However, bioinformatic prediction may also provide false positive hits. In order to minimize such false positive findings, four target prediction programs were used, and a partial overlap of the results was used for further filtering of potential targets.

The overlap of statistically significant microarray results (adjusted p-value < 0.01) and bioinformatically predicted target genes are presented in Supplementary Table IIB and IID. 

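Not all predicted targets that changed were lowered. Of the genes that Supplementary Table IIB lists for hsa-miR-548ba, 54 had a named row here, and 34 of them were lower and 20 higher than in control cells. Of those that Supplementary Table IID lists for hsa-miR-7973, 37 had a named row, of which 32 were lower and 4 higher, and LMOD1 had a log2 fold change of 0.01 (adjusted p = 0.979) in its row with the highest mean, and was called as higher when any row of the gene counted. The counts were the same when adjusted over the list alone. The study chose these genes by their change on these arrays, so that the counts are not independent evidence of their direction. CADM1 (gene ID 23705), a cell adhesion molecule on the hsa-miR-548ba list, fell from 6.72 ± 0.11 (SD, n = 4) to 5.49 ± 0.18 (SD, n = 4), a log2 fold change of -1.23 (standard error 0.10, adjusted p = 1.19e-05). With hsa-miR-7973 it had a log2 fold change of -1.20, and between the miRNAs -0.04 (adjusted p = 0.958). Of the 20 that rose, POGLUT3, a glucosyltransferase, had a log2 fold change of 1.53 (standard error 0.12, adjusted p = 8.22e-06), and 1.76 with hsa-miR-7973, and MYBL1, a transcription factor, 1.06 and 0.99. LYPLA1 (gene ID 10434), a thioesterase that removes palmitate from proteins, is on the hsa-miR-7973 list. It fell from 8.32 ± 0.060 (SD, n = 4) to 7.13 ± 0.17 (SD, n = 4), a log2 fold change of -1.19 (standard error 0.083, adjusted p = 2.66e-06). With hsa-miR-548ba it had -0.05 (adjusted p = 0.843), and between the miRNAs the log2 fold change was 1.14 (adjusted p = 3.99e-05). The 4 of this list that rose were NPR3, TTC9, FOXK1 and TXNRD1, the last 3 with log2 fold changes of 1.07, 0.92 and 0.85. Of the 34 lowered by hsa-miR-548ba, 19 were also lowered by hsa-miR-7973, and of the 20 raised, 16 were also raised. The median log2 fold change of the 34 was -0.56 with hsa-miR-548ba and -0.43 with hsa-miR-7973, and 5 of them differed between the miRNAs, all lower with hsa-miR-548ba: COX5A, POLR3G, GALNT7, NEO1 and ELOVL5. Of the 32 lowered by hsa-miR-7973, 10 were also lowered by hsa-miR-548ba. Their median was -0.56 with hsa-miR-7973 and -0.25 with hsa-miR-548ba, and 13 differed between the miRNAs, all lower with hsa-miR-7973. In the fit of the 8 arrays compared only PXDN, LYPLA1, SUMF2 and HIPK3 of these stayed past the threshold, and with 1 array left out ADAM19 passed in 1 of 12 fits, DSTYK in 0 and GLE1 in 6 (for the last 2 the highest adjusted p = 0.0310 without hsa-miR-548ba replicate 4 and 0.0185 without its replicate 2). TTC9, FOXK1, TXNRD1, COX5A, DSTYK and GLE1 were named after their values were seen. The difference of POLR3G between the miRNAs passed in 1 of 12 fits with 1 array left out (highest adjusted p = 0.0319, without hsa-miR-7973 replicate 2), and its fall with hsa-miR-548ba had adjusted p = 0.0111 without control replicate 1. That of COX5A between the miRNAs passed in 3 of 12 (highest adjusted p = 0.0246, without hsa-miR-548ba replicate 3), and in the fit of the 8 arrays compared none of the 5 differences passed (adjusted p = 0.0447, 0.0439 and 0.0186 for COX5A, POLR3G and ELOVL5).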

Shortly, hsa-miR-548ba and hsa-miR-7973 potentially target the mRNA-s of 76 and 58 genes, respectively. Both miRNAs also share one common target mRNA of *TGFBR2* gene.

### Validation of microarray results by RT-qPCR

Sixteen potential target genes from the overlapping list of microarray and bioinformatic target prediction results were validated by RT-qPCR: 8 potential targets of hsa-miR-548ba, 7 of hsa-miR-7973 and their common target *TGFBR2*. The list of validated genes was selected according to published data linking the molecular functions of these proteins to their potential importance in folliculogenesis (Table 1). As a result, *BCL2L11*, *LIFR*, *NEO1, PTEN* and *SP110* were statistically significantly down-regulated at mRNA level upon cell transfection with hsa-miR-548ba mimic (p < 0.05, Fig. 3a). From the list of potential hsa-miR-7973 targets the expression levels of *ADAM19*, *ATHL1*, *ATP6V1A, FMNL3* and *PXDN* were decreased with statistical significance (p < 0.05, Fig. 3b). The expression change of the common target gene *TGFBR2* was confirmed only in case of hsa-miR-7973 transient expression (Fig. 3b).

**Table 1:** Potential target genes of hsa-miR-548ba and hsa-miR-7973 used in validation studies and their cellular functions.

Potential hsa-miR-548ba target genes			
Gene symbol	Gene name	Cellular function	Ref
*BCL2L11*	BCL2 Like 11	BCL-2 family activator of apoptosis.	^33^
*GALNT7*	Polypeptide N-Acetylgalactosaminyltransferase 7	Androgen-dependent GalNAc-transferase involved in mucin-type O-linked protein glycosylation.	^61^
*INSIG1*	Insulin Induced Gene 1	Regulates cholesterol synthesis.	^62^
*LIFR*	LIF Receptor Alpha	Growth initiation of human primordial follicles.	^24^
*NEO1*	Neogenin 1	Binds directly bone morphogenetic proteins (BMPs).	^27^
*PTEN*	Phosphatase And Tensin Homolog	Activation of primordial follicles from the dormant pool.	^25^
*RARB*	Retinoic Acid Receptor Beta	Nuclear receptor regulating the transcription of steroidogenic genes in the ovary.	^63^
*SP110*	SP110 Nuclear Body Protein	Nuclear hormone receptor coactivator, enhances retinoic acid receptor signal.	^36^
**Potential hsa-miR-7973 target genes**			
**Gene symbol**	**Gene name**	**Cellular function**	**Ref**
*ADAM19*	ADAM Metallopeptidase Domain 19	Cleaves extracellular matrix (ECM) proteins	^38^
*ATHL1*	Acid Trehalase-Like Protein 1	Cleaves ECM protein collagen.	^64^
*ATP6V1A*	ATPase H + Transporting V1 Subunit A	Involved in energy metabolism, expression correlates with human embryo quality.	^65^
*FMNL3*	Formin Like 3	Involved in cell-cell adhesion.	^42^
*NPR3*	Natriuretic Peptide Receptor 3	Maintains oocyte meiotic arrest.	^66^
*PXDN*	Peroxidasin	ECM protein with peroxidase activity.	^39^
*STC1*	Stanniocalcin 1	Regulates phosphate metabolism, potential luteinization inhibitor.	^67^
**Potential hsa-miR-548ba and hsa-miR-7973 common target gene**			
**Gene symbol**	**Gene name**	**Cellular function**	**Ref**
*TGFBR2*	Transforming Growth Factor Beta Receptor 2	Intercellular communication during ovarian follicle development.	^68^

**Figure 3:**
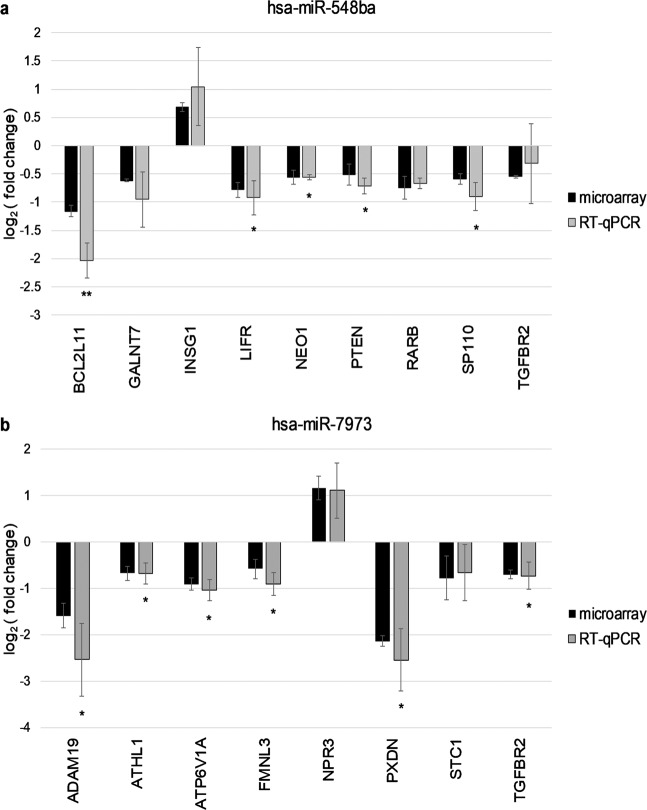
Validation of microarray results by RT-qPCR. (**a**) Potential target genes of hsa-miR-548ba and (**b**) Potential target genes of hsa-miR-7973. Gene expression change is calculated by comparing expression levels to samples transfected with control miRNA cel-miR-39-3p. Results are displayed as average fold change ±SD on log_2_ scale (*p < 0.05; **p < 0.01; Student t-test, n = 3). All presented microarray results were statistically significant (adjusted p < 0.01).

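On the arrays, 9 of the 11 genes of Table 1 with a named row fell in cells with the miRNA predicted to target them, and INSIG1 and NPR3 rose. All 11 passed limma's moderated test in that comparison, and the study chose them for their change on these arrays. BCL2L11 (gene ID 10018), a promoter of apoptosis, had a log2 value of 7.71 ± 0.13 (SD, n = 4) in control cells, 6.55 ± 0.093 (SD, n = 4) with hsa-miR-548ba and 6.28 ± 0.19 (SD, n = 4) with hsa-miR-7973. Its log2 fold changes were -1.16 (standard error 0.10, adjusted p = 1.66e-05) and -1.43 (standard error 0.10, adjusted p = 2.66e-06). LIFR (gene ID 3977), the receptor of leukemia inhibitory factor, was likewise lower with both, by log2 fold changes of -0.78 (standard error 0.091, adjusted p = 1.63e-04) and -0.84 (standard error 0.091, adjusted p = 8.45e-05), and SP110, a nuclear body protein, by -0.59 and -0.87 (adjusted p = 1.73e-04 and 6.04e-06). NEO1 (gene ID 4756), a receptor of netrins, was 8.08 ± 0.068 (SD, n = 4) in control cells, 7.52 ± 0.13 (SD, n = 4) with hsa-miR-548ba and 8.27 ± 0.12 (SD, n = 4) with hsa-miR-7973. It fell by 0.56 on the log2 scale with hsa-miR-548ba (standard error 0.085, adjusted p = 0.00122), and the difference between the miRNAs was -0.75 (adjusted p = 0.00138). GALNT7, a glycosyltransferase, had a log2 fold change of -0.62 with hsa-miR-548ba (adjusted p = 1.60e-04) and differed between the miRNAs by -0.65 (adjusted p = 0.00131). INSIG1, which holds back sterol synthesis, rose with hsa-miR-548ba by a log2 fold change of 0.68 (adjusted p = 1.40e-04). With hsa-miR-7973 it had 0.22 (adjusted p = 0.12), and the difference between the miRNAs did not pass (adjusted p = 0.0198). PXDN (gene ID 7837), a peroxidase of the matrix, was 9.71 ± 0.057 (SD, n = 4) in control cells, 9.17 ± 0.084 (SD, n = 4) with hsa-miR-548ba and 7.58 ± 0.17 (SD, n = 4) with hsa-miR-7973. Its log2 fold change with hsa-miR-7973 was -2.14 (standard error 0.086, adjusted p = 9.23e-08), with hsa-miR-548ba -0.54 (adjusted p = 0.00175), and between the miRNAs 1.60 (adjusted p = 3.30e-06). ADAM19, a metalloprotease of the cell surface, had log2 fold changes of -1.59 with hsa-miR-7973 (standard error 0.11, adjusted p = 2.29e-06) and -0.86 with hsa-miR-548ba (adjusted p = 2.71e-04), and 0.73 between the miRNAs (adjusted p = 0.00784). NPR3, a clearance receptor of natriuretic peptides, rose by a log2 fold change of 1.17 with hsa-miR-7973 (standard error 0.088, adjusted p = 3.98e-06), had 0.32 with hsa-miR-548ba (adjusted p = 0.0458) and differed between the miRNAs by -0.85 (adjusted p = 8.36e-04). FMNL3, a formin that assembles actin, had a log2 fold change of -0.58 with hsa-miR-7973 (adjusted p = 0.00216), and STC1, the hormone stanniocalcin, -0.78 (adjusted p = 0.00777). With hsa-miR-548ba these 2 genes had -0.34 and -0.69 (adjusted p = 0.0575 and 0.0161), and neither differed between the miRNAs (adjusted p = 0.462 and 0.932). Of the 11 genes, 5 passed in the same direction with the other miRNA too (BCL2L11, LIFR, SP110, ADAM19 and PXDN), and 5 differed between the 2 miRNAs (GALNT7, NEO1, ADAM19, NPR3 and PXDN). TGFBR2, RARB, ATP6V1A and ATHL1 had no named row and were not analysed here. With 1 array left out, STC1 stayed past the threshold only without control replicate 4 or hsa-miR-548ba replicate 1 (highest adjusted p = 0.0283 without hsa-miR-7973 replicate 2), and the difference of ADAM19 between the miRNAs only without hsa-miR-7973 replicate 4 (highest adjusted p = 0.0384 without hsa-miR-548ba replicate 4). In fits of the 8 arrays compared, FMNL3 had adjusted p = 0.0130, and the differences of GALNT7, NEO1 and ADAM19 between the miRNAs had adjusted p = 0.0133, 0.0160 and 0.0499.

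**Figure D3:**
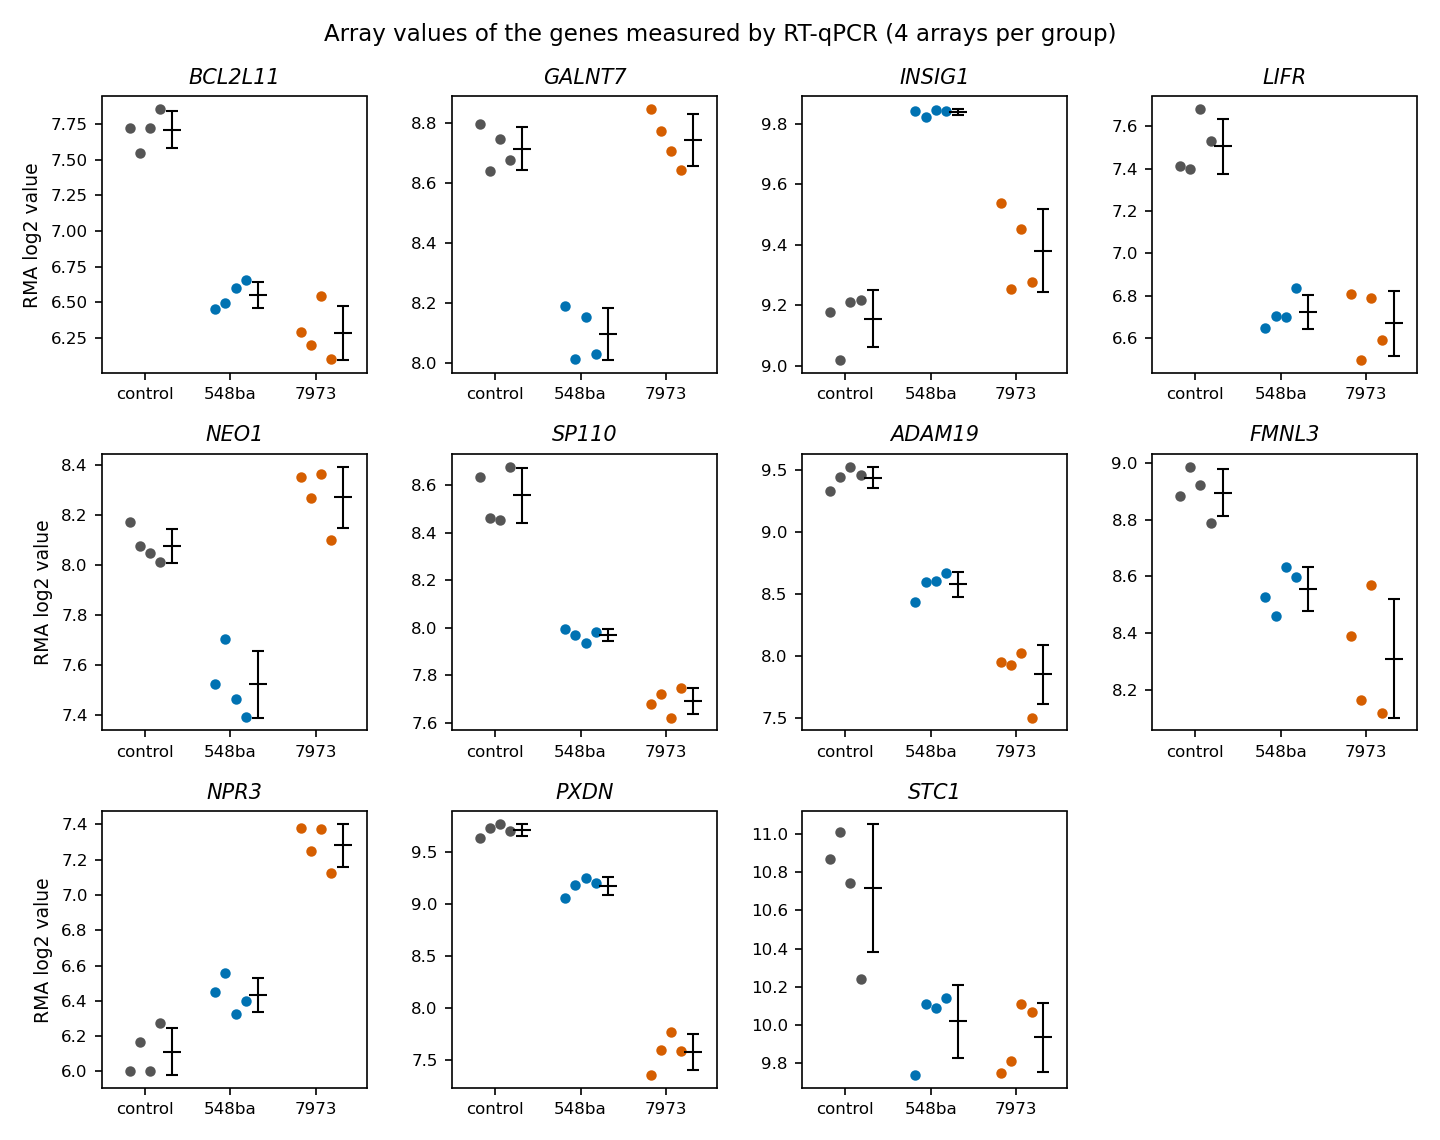
RMA log2 value of each array for the 11 genes of Table 1 with a named row, 1 panel per gene, by mimic, with the mean and SD of the 4 arrays. PXDN is lowest with hsa-miR-7973, and NPR3 highest, whereas BCL2L11 and LIFR are lower with both human miRNAs than in control cells.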

### MicroRNA target binding validation by luciferase reporter assay

Potential miRNA targets that demonstrated significant gene expression change by microarray (p < 0.01) and RT-qPCR methods (p < 0.05) were further validated for direct miRNA:mRNA binding by luciferase reporter assay. These included hsa-miR-548ba potential target genes: *BCL2L11*, *LIFR*, *NEO1, PTEN* and *SP110*, and hsa-miR-7973 target genes: *ADAM19*, *ATHL1*, *ATP6V1A*, *FMNL3* and *PXDN*. Although *TGFBR2* gene expression change was not confirmed by RT-qPCR in hsa-miR-548ba transfected cells, binding of its 3′UTR to both miRNAs under study was nevertheless assessed.

Potential target gene *PTEN* was tested with two versions of 3′UTR lengths: longer version obtained from the UCSC Genome browser and shorter sequence used by the miRDB bioinformatical prediction program, further noted as *PTEN* long and *PTEN* short, respectively. pmirGLO-3′UTR-PTEN vector and hsa-miR-21-5p were used as a positive control pair for miRNA:mRNA binding to confirm our luciferase assay reliability, as *PTEN* has been previously shown to be a target for hsa-miR-21-5p^16^. Upon direct binding of miRNA to the 3′UTR sequence of its target mRNA, reduction in the measured luciferase signal is expected. Such suppression of luciferase signal upon hsa-miR-21-5p binding to *PTEN* 3′UTR is demonstrated in Supplementary Fig. 3 for both long and short variants.

Luciferase assay results confirmed the direct binding of hsa-miR-548ba to *LIFR, NEO1*, and *SP110* 3′UTR sequences. Hsa-miR-548ba bound to its potential target *PTEN* 3′UTR sequence only when the longer version was used (Fig. 4a). From the tested potential targets of hsa-miR-7973 direct binding occurred on the 3′UTR of *ADAM19*, *FMNL3* and *PXDN* (Fig. 4b).

**Figure 4:**
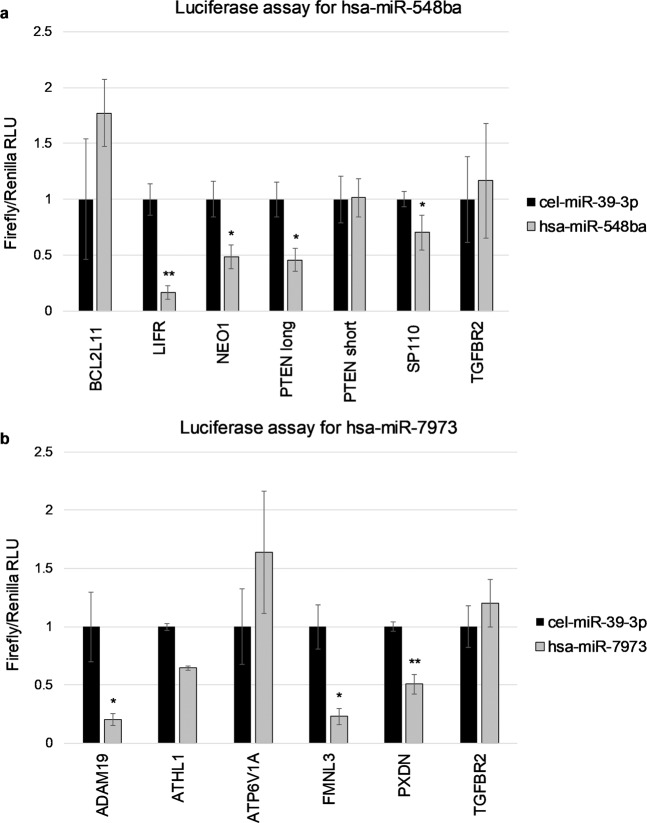
Validation of miRNA binding on the 3′UTR sequences of their potential target mRNAs by luciferase reporter assay. (**a**) hsa-miR-548ba potential target genes. (**b**) hsa-miR-7973 potential target genes. Results are shown as average normalized luciferase signal ± SEM, (*p < 0.05; **p < 0.01; Student one-tailed t-test, n = 3). RLU – relative light unit.

### Effect of hsa-miR-548ba and hsa-miR-7973 transient expression on the endogenous protein levels of their target genes

The endogenous expression levels of target proteins were assessed at two time-points: 72 h (coinciding with the highest effect of miRNA transfection on target gene mRNA levels) and 96 h after transfection with miRNA mimics. As we are unable to account for effects triggered by long-term culture, secondary miRNA targets and the kinetics of each endogenous protein expression and stability, the difference in protein levels between the time-points and between cells transfected with miRNAs under study vs control miRNA cel-miR-39-3p were investigated. We observed different trends in endogenous protein expression levels for PTEN between cells transfected with has-miR-548ba and cel-miR-39-3p: while in former samples the expression level increased 4.34 times, in control cells the levels decreased 1.28 times from 72 h to 96 h (Supplementary Fig. 4A).

The level of PXDN, a potential target of hsa-miR-7973, decreased from 72 h to 96 h by 2-fold. In comparison, the level of PXDN was up-regulated 2 times during the observed time-frame in control samples. A trend for at least 2-fold change in protein expression between time-points and opposite direction of expression levels between cells transfected with hsa-miR-7973 and cel-miR-39-3p was also observed for TGFBR2. The expression of ATHL1 did not change in control experiment, while it increased 2-fold from 72 h to 96 h in cells transfected with hsa-miR-7973 (Supplementary Fig. 4B).

Protein expression remained below detection limit for BCL2L11, LIFR and ADAM19.

### Influence of FSH stimulation on the expression of miRNAs and their host genes in primary granulosa cells

Hsa-miR-548ba and hsa-miR-7973 genes are located in the intronic regions of *FSHR* and *CYP19A1* genes, respectively. To test the correlation between miRNA and its host gene expression levels, long-term culture of primary human CGC and MGC was used. Cells were cultured in parallel with or without FSH stimulation (1 IU/ml) that is well known to increase the expression levels of both, FSHR and CYP19A1^13^.

Hsa-miR-548ba was expressed well in correlation with its host gene *FSHR* both under stimulated and non-stimulated conditions similarly in both cell populations (Fig. 5a and Supplementary Fig. 5a). While the expression level of *CYP19A1* mRNA increased upon treatment of cells with FSH, such increase was not observed for the expression of hsa-miR-7973 in neither of the cell populations (Fig. 5b and Supplementary Fig. 5b). However, the expression of hsa-miR-7973 remained at a steady level up to 24 days in the presence of FSH in the culture medium in comparison to cells without FSH treatment. The latter result was statistically significant only in CGC (Fig. 5b).

**Figure 5:**
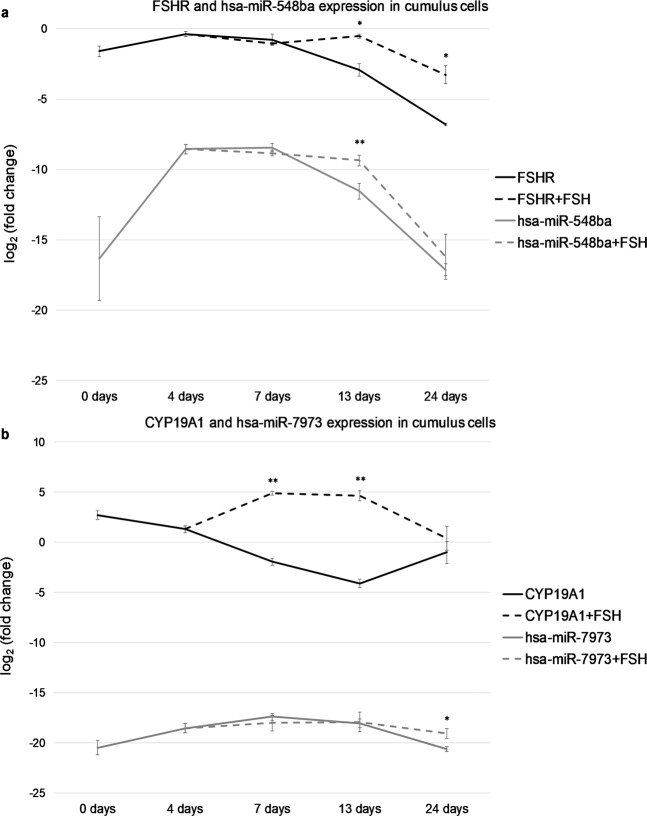
miRNA and host gene expression levels in primary human cumulus granulosa cells. mRNA and miRNA expression levels were normalized to SDHA or hsa-mir-132-3p, respectively. (**a**) hsa-miR-548ba and FSHR expression and (**b**) hsa-miR-7973 and CYP19A1 expression. Results are displayed as average fold change ± SD on log_2_ scale (*p < 0.05; **p < 0.01; Student t-test between cells exposed to 1 IU/ml FSH vs non-treated cells, n = 3).

## Discussion

We present the first identification and validation results of hsa-miR-548ba and hsa-miR-7973 target genes.

The miRNAs of interest: hsa-miR-548ba and hsa-miR-7973, were both identified for the first time from human ovaries by deep sequencing approach of primary granulosa cells^11^. In the experiments of the current study we first used granulosa tumor-like KGN cell line as a granulosa cell model^15^. KGN cells express the functional FSH receptor and high levels of aromatase, encoded from miRNA hsa-miR-548ba and hsa-miR-7973 host genes *FSHR* and *CYP19A1*, respectively. KGN cell line has also been previously used for miRNA target identification and luciferase assay studies for direct miRNA:mRNA interactions^17^.

MicroRNAs are estimated to regulate 60% of all protein-coding genes and a single miRNA may regulate up to 400 different target mRNAs^18^. Our microarray results demonstrated approximately 1,500 differentially expressed genes upon transfection with either of the miRNAs under study, while 459 genes were regulated specifically by hsa-miR-548ba and 537 by hsa-miR-7973. Gene ontology analysis from hsa-miR-548ba regulated genes showed enrichment in fatty acid metabolism and ephrin signaling pathways and over-expression of hsa-miR-7973 showed enrichment in TGF beta receptor complex and immune system pathways. Commonly regulated genes by these two miRNAs targeted the cholesterol biosynthesis pathway. Cholesterol is a major component for steroidogenesis and sources of cholesterol for ovarian granulosa cells include plasma lipoproteins and de novo-synthesis^19^. Therefore, the regulation of cholesterol biosynthesis pathway by the miRNAs under study may influence steroid hormone production, contributing to the follicular developmental stage-dependent estradiol and progesterone production.

Although, miRNAs may regulate several hundreds of target genes, microarray results do not differentiate primary targets from secondary regulatory effects: i.e. the genes regulated by primary miRNA targets. Such secondary regulatory effects are common in over-expression conditions and large data-sets obtained by genome-wide methods^20^. The large number of commonly regulated genes by both miRNAs analyzed in the present study can be also explained by secondary effects on gene expression, as the over-expression of miRNAs upon transfection may lead to the saturation of RNA silencing complex (RISC) which results in altered gene expression regulation^21^. To distinguish primary miRNA targets from secondary ones, microarray results were compared to bioinformatically predicted target genes.

For direct miRNA:mRNA binding studies luciferase assay reporter vectors were cloned with potential target gene 3′UTR sequences. In this study full length 3′UTR sequences were used, except for *PTEN* in case of which bioinformatic prediction algorithms do not use consistent 3′UTR sequence lengths and thus two different sequences were analysed. We chose to test full-length sequences for most of the target genes as we lacked the knowledge of functional miRNA target regions and the exact biding site identification within each potential target gene was not the goal of the current study. Additionally, testing a fragment of 3′UTR may easily lead to false results due to the different secondary structure from the full length sequence^22^. Direct binding assay confirmed *LIFR*, *PTEN*, *NEO1* and *SP110* as hsa-miR-548ba targets. For target gene *PTEN* direct binding occurred only with the longer 3′UTR sequence, although bioinformatic algorithms used in this work predicted target sequences into the shorter 3′UTR isoform. Such results can be explained by the differences in the secondary structure mentioned above. Moreover, bioinformatical programs might not predict all of the potential non-canonical miRNA target sequences.

The change in endogenous target protein expression levels was observed for PTEN (in case of transfection with hsa-miR-548ba), as well as for PXDN, TGFBR2 and ATHL1 (targets of hsa-miR-7973) in comparison to cells transfected with cel-miR-39-3p. As the regulation kinetics is expectedly different for each protein, the molecular mechanism behind the up-regulation of PTEN and downregulation of other targets cannot be explained based solely on our experiments. We demonstrate that the expression of the miRNAs under study influence the protein levels of their target genes, however, the changes in protein expression cannot be uncoupled from the effects of secondary targets and signaling pathways activated upon transient miRNA transfection.

The confirmed targets for hsa-miR-548ba LIFR, PTEN and NEO1 all play a role in the early stages of follicle development. Leukemia inhibitory factor (LIF), the ligand for LIFR, promotes primordial to primary follicle transition in the rat ovary^23^. In humans, the role of LIF and its receptor in the ovary is not well characterized, but LIF and LIFR mRNA expression in human ovarian samples are consistent with the concept that LIF might be involved in growth initiation of human primordial follicles through its receptor^24^. The recruitment of primordial follicles is regulated by highly controlled mechanisms and the critical role is played by PI3K-Akt signaling pathway. This pathway is negatively regulated by PTEN and it has been shown that in mice lacking *PTEN* the entire primordial follicle pool becomes activated^25^. The levels of PI3K-Akt signaling pathway components in granulosa cells have a correlation with oocyte competence in bovine as decreased PTEN expression and increased expression of PTEN downregulating miRNAs correlate with the number of high-quality oocytes^26^.

NEO1 is a receptor for repulsive guidance molecules, netrins, and is involved in bone morphogenetic protein (BMP) signaling pathways by directly binding BMPs^27^. Moreover, NEO1 activates RAC1-PI3K-AKT signaling pathway in human gastric cancer cells^28^. In mouse ovary, Rac1 is involved in primordial follicle formation by inducing nuclear transport of SMAD3^29^. As mentioned above, PI3K-AKT signaling pathway have crucial roles to balance follicle growth suppression, activation and progression also in humans^30^ and BMPs have important role in follicle development including primordial germ cell development, oocyte-somatic cell interactions and modulating cumulus-oocyte complex (COC) formation and expansion^31^.

Moreover, direct hsa-miR-548ba targets *PTEN*, *NEO1* and potential secondary target *BCL2L11* are also involved in regulating apoptosis^32–34^. In cattle, follicle atresia is regulated by LIF-STAT3 pathway which can be reversed with FSH administration^35^. In the current study, the transient expression of hsa-miR-548ba did not lead to changes in overall cellular viability during 72 h. Therefore, the role of hsa-miR-548ba in modulating apoptotic pathways in the human ovary needs to be investigated further.

The role of SP110 in the ovary is less clear. It has been suggested that SP110 may function as a nuclear hormone receptor transcriptional coactivator via binding to the retinoic acid receptor alpha (RARA) response element^36^. Retinoids are essential for steroid production and it has been demonstrated that bovine CGCs express active RARA^37^.

The confirmed targets of hsa-miR-7973 according to our study were *ADAM19*, *PXDN* and *FMNL3*, all of which have been shown to be involved in extracellular matrix (ECM) modulation and cell-cell interactions^38,39^. ADAM19 is involved in ECM remodeling by cleaving ECM proteins, growth factors and cytokines like neuregulin^38^. Neuregulin 1 is expressed by granulosa cells and regulates the meiotic resumption time of the oocyte leading to proper oocyte developmental competence in cultured COCs^40^.

Other two confirmed targets of hsa-miR-7973, PXDN and FMNL3, have not been studied in relation to folliculogenesis, but are involved in inter-cellular and cell-ECM contacts. PXDN is a peroxidase previously investigated in the context of ovarian cancer where the knockdown of this gene inhibits cellular proliferation, invasion and migration^39^. FMNL3 protein is involved in cytoskeletal organization, cell morphology, migration and cell-cell adhesion^41,42^.

Genes demonstrating negative results in luciferase reporter assay can be considered as secondary targets of the miRNAs of interest, but one should consider that the experiments were performed with reporter vectors and in cell line conditions that may not fully reflect physiological conditions in primary cells. MiRNA target recognition may require multiple transacting factors available only in specific cellular contexts. Also the alternative polyadenylation of 3′UTRs in reporter vectors may increase the number of false-negative results^43^. In addition, many possible target genes were excluded in this study due to statistically non-significant results from microarray gene expression analysis and were thus not tested in the direct binding assay. Therefore, due to the stringent filtering approach used in the current study, the list of validated target genes for these two miRNAs of interest is not final.

Another goal of the study was to investigate, whether the expression of miRNAs coincides with the levels of their host genes. This may give indication on the biogenesis of the miRNAs under study, as intronic miRNAs may be generated alongside with the pre-mRNA intron splicing mechanism^44,45^. As KGN cells do not endogenously express detectable levels of hsa-miR-548ba and hsa-miR-7973, primary cell cultures of human stimulated cumulus and mural granulosa cells were used. We demonstrate that the miRNAs under study are stably expressed in the long-term culture of human primary granulosa cells for 24 days. It is clear from our results that the regulation of expression of the two miRNAs is achieved by different mechanisms. Hsa-miR-548ba is expressed in correlation with the mRNA of its host gene *FSHR*, both in presence or without FSH in culture medium. Such co-expression indicates the possibility that the miRNA is excised from the intron of *FSHR* pre-mRNA. However, there is no substantial co-expression of hsa-miR-7973 and its host gene *CYP19A1*. Hsa-miR-7973 is stably expressed over time, indicating a different mechanism of regulation: possibly an alternative promoter for the miRNA gene. However, additional experiments are necessary to draw firm conclusions about the biogenesis of these miRNAs.

Overall, we identified and confirmed several targets for hsa-miR-548ba and hsa-miR-7973 and showed that the endogenous expression of these miRNAs is maintained in long-term culture of primary granulosa cells. According to the previously known functions of their target genes we propose undescribed regulatory roles for these miRNAs in granulosa cell gene expression and in follicle development.

## Materials and Methods

### Cell culture of KGN cell line

Granulosa tumor-like cell line KGN was used as a model for cell line experiments^15^. Cells were grown in L-glutamine-containing Dulbecco’s Modified Eagle’s medium with 10% fetal bovine serum, 100U/ml penicillin and 0.1 mg/ml streptomycin on 60 × 15 mm culture plates at 37 °C and 5% CO_2_. Cells were harvested with 0.05% trypsin and 0.02% EDTA (all solutions from Naxo, Tartu, Estonia).

### Isolation of primary granulosa cells

The study was approved by the Ethics Committee of the University of Tartu and conducted according to the guidelines of the Declaration of Helsinki. An informed consent was obtained from all participants. For miRNA expression validation granulosa cells were collected from 8 women undergoing ovarian stimulation according to the GnRH antagonist protocol (described below), ovarian puncture (OPU) and oocyte intra-cytoplasmic sperm injection due to male-factor infertility. The general characteristics of the study participants were as follows (mean ± SD): age 31.0 ± 6.2 years, BMI 22.9 ± 3.5, total FSH amount used 1528.0 ± 653.8 IU, the number of retrieved oocytes was 12.0 ± 9.1, of which 75.0 ± 22.2% were considered mature according to the visibility of the first polar body. For the long-term granulosa cell culture experiments samples were collected anonymously from consecutive *in vitro* fertilization patients and pooled for the reduction of inter-patient variability. Each pool consisted of granulosa cells from ≥ 10 patients.

Ovarian hormonal stimulation was conducted according to the GnRH antagonist (Cetrotide, Merck Serono, Geneva, Switzerland) protocol with the administration of recombinant FSH (Gonal-F, Merck Serono, or Puregon, Merck Sharp & Dohme Corp., Whitehouse Station, NJ, USA). All patients underwent OPU of follicles ≥ 15 mm in size after 36 h of hCG administration (Ovitrelle, Merck Serono).

MGCs were obtained from follicular fluid after OPU following the manual removal of cumulus-oocyte complexes and CGC aggregates devoid of the oocyte. The fluid from all follicles of a patient was pooled, centrifuged at 450 *g* for 10 minutes, followed by supernatant removal. The cells were separated on a 50% density gradient of PureSperm 100 (Nidacon; Mölndal, Sweden) in Universal IVF Medium (Origio; Jyllinge, Denmark), washed three times in Universal IVF Medium at 37 °C, depleted of CD45-positive leukocytes according to the manufacturer’s suggested protocol (DynaMag and Dynabeads; Life Technologies, Carlsbad, CA, USA), lysed with QIAGEN miRNeasy Mini kit lysis buffer (QIAGEN, Hilden, Germany), and stored in liquid nitrogen.

CGC were collected 4 h after OPU during oocyte denudation lasting up to 5 min with type IV-S hyaluronidase extracted from bovine testes (Sigma-Aldrich, St-Louis, MO, USA) and diluted in Sperm Preparation Medium (Origio). The CGC from all oocytes irrespective of their maturity were pooled per patient and centrifuged at 450 g for 5 min and the supernatant was discarded. For direct analysis of miRNA content, the cells were lysed and stored as described above.

### Cumulus granulosa cell culture

For primary cell culture experiments the collected cumulus cells were pooled (pools of 10–30 patients). Cells were counted and 500 000 cells were plated onto Matrigel-covered 6-well plates (Corning, New York, NY, USA) in DMEM/F12 growth medium (Lonza AG, Basel, Switzerland) with 20% KnockOut Serum Replacement (KSR) (Thermo Scientific, Waltham, MA, USA), 1% penicillin/streptomycin (Naxo, Tartu, Estonia) and Primocin (100 μg/ml) (InvivoGen, San Diego, CA, USA). IGF2 (50 ng/ml) (Bio-Techne, Minneapolis, MN, USA) and FGF2 (8 ng/ml) (Enantis, Brno-Bohunice, Czech Republic) were added to the growth medium. The effect of FSH (1 U/ml) (Gonal-F, Merck Serono) was tested starting from day 4, because it has been shown that GCs are not responsive to hormones right after collection^46^. Growth medium was changed daily. Cells were passaged using TrypLE (Thermo Scientific), half of the cells were re-plated and half were lysed using QIAzol lysis reagent (QIAGEN). All cell culture experiments were repeated three times.

### Cell line transfection

For microRNA transfection Lipofectamine RNAiMAX reagent (Invitrogen, Carlsbad, CA, USA) and miRCURY LNA miRNA mimics hsa-miR-548ba, hsa-miR-7973 and control miRNA with no mammalian homologue cel-miR-39-3p^47,48^ were used according to manufacturer’s protocol (Exiqon, Vedbaek, Denmark). MicroRNA mimics were transfected at previously optimized concentration of 12.5 nM and 72 h time-point after transfection was tested.

For miRNA and luciferase vector co-transfection Lipofectamine 2000 reagent (Invitrogen) and previously specified miRCURY LNA miRNA mimics were used according to manufacturer’s protocol. MicroRNA final concentration in culture medium was 12.5 nM or 50 nM, while 100 ng of vector was transfected.

### Cytotoxicity analysis

MicroRNA cytotoxicity analysis was performed using CytoTox-Glo Cytotoxicity Assay (Promega Corporation, Madison, WI, USA) according to the user manual. Five thousand cells were plated in each well of a white Greiner CELLSTAR 96-well plate (Sigma-Aldrich) and transfection was performed 24 h after plating. Non-transfected control samples were measured at 0, 24, 48, and 72 h. The cytotoxicity of cells transfected with either hsa-miR-548ba, hsa-miR-7973 or cel-miR-39-3p mimics was measured at 24, 48 and 72 h post-transfection. The above-mentioned assay uses a luminogenic peptide substrate to measure dead-cell protease activity, which is released from cells upon losing their membrane integrity. Luminescence was measured in two steps with Tecan GeniosPro luminometer (Tecan, Männedorf, Switzerland). Firstly, luminescence from dead cells and secondly luminescence from all cells after lysis was detected. Results were calculated as luminescence from all lysed cells minus luminescence from dead cells. All samples were measured in triplicates and the average value of three independent experiments was used in data analysis.

### RNA extraction

Cells were lysed in QIAzol lysis reagent (QIAGEN). For total RNA extraction miRNeasy Mini Kit (QIAGEN) was used. In addition, small fraction RNA ( ≤ 200 nucleotides) extraction was performed separately using RNeasy Mini Elute Cleanup Kit (QIAGEN). Both total and small RNA extraction was performed according to the user manual. RNA concentrations were measured using NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific, Dreieich, Germany).

The quality of all RNA samples analyzed on Affymetrix microarray was evaluated using the Agilent 2100 Bioanalyzer system (Agilent Technologies, Waldbronn, Germany). All RNA samples were of high quality, with the RNA Integrity Number values between 9.2–9.8.

### Affymetrix microarray

Affymetrix microarray was performed at the Array and Analysis Facility at Uppsala Biomedical Center, Sweden. From each sample 250 ng of total RNA were used to generate amplified and biotinylated sense-strand cDNA according to the GeneChip WT PLUS Reagent Kit User manual (Affymetrix, Santa Clara, CA). GeneChip Human Gene 2.0 ST Arrays were hybridized for 16 h in 45 °C incubator, rotated at 60 rpm. Arrays were washed and stained using the Fluidics Station 450 and scanned using GeneChip Scanner 3000 7 G. Affymetrix microarray data is available at Gene Expression Omnibus repository, accession number GSE122731.

### Reverse transcription

For cDNA synthesis from mRNA SuperScript III First Strand Synthesis SuperMix (Invitrogen) was used according to user manual. 1 μg of cell line and 500 ng of primary granulosa cell RNA was used as input.

For microRNA detection cDNA was synthesized using miRCURY LNA^TM^ Universal RT microRNA PCR Universal cDNA Synthesis Kit III (Exiqon). 200 ng of small fraction RNA was used as input.

### Primer design

Primers used for RT-qPCR analysis were designed using NCBI primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/). Preferred primers spanned exon-exon junctions and amplified all splice isoforms of the given gene. Primer sequences are presented in Supplementary Table IA.

Primers for amplifying the 3′UTR sequences of potential miRNA target genes were designed in Benchling (https://benchling.com/). Primer binding specificity was tested using NCBI primer-BLAST (Supplementary Table IB).

For the amplification of miRNAs, commercially available primers were used (Exiqon).

### RT-qPCR

The RT-qPCR analysis was carried out using SDS 2.3 software in 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, California). For the detection of mRNA expression, Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen) or Platinum SYBR Green qPCR SuperMix-UDG with ROX (Invitrogen) was used. cDNA from small RNA fraction was amplified by EXILENT SYBR Green Mastermix (Exiqon) according to the user manual. Each sample was run in triplicates on a 384-well plate up to 40 amplification cycles. The specificity of amplified PCR products was determined by melt curve analysis.

### Luciferase reporter vector cloning and luciferase assay

The full length 3′UTR of hsa-miR-548ba potential target genes *BCL2L11*, *LIFR*, *NEO1*, *PTEN*, *RARB*, *SP110*, hsa-miR-7973 target genes *ADAM19*, *ATHL1*, *ATP6V1A*, *PXDN*, *FMNL3*, and the common target for both miRNAs *TGFBR2* were cloned into pmirGLO Dual-Luciferase vector (Promega) downstream of the Firefly luciferase gene. Target gene 3′UTR sequences were obtained from UCSC Genome Browser (https://genome.ucsc.edu/) with an exception of *FMNL3* where shorter isoform of 3′UTR was used. Bioinformatic prediction program TargetScan 7.1^49^ uses *FMNL3* 3′UTR isoform with length 7,874 nt, while in UCSC Genome Browser the length is 9,316 nt. Moreover, for *PTEN* also a shorter version of 3′UTR isoform was cloned which is used by miRDB bioinformatical target prediction program^50^. Potential target gene 3′UTR sequences and predicted miRNA binding sites are available in Supplementary Material. Primers for amplifying full length 3′UTR from genomic KGN cell line DNA and restriction enzymes used for cloning are presented in Supplementary Table IB.

Validation of hsa-miR-548ba and hsa-miR-7973 direct binding to target gene 3′UTR was performed by using Dual-Glo Luciferase assay system (Promega) according to the user manual. Luciferase signal was measured 24 h after miRNA and vector co-transfection. The relative luciferase activities were determined by calculating the ratio of Firefly luciferase activities over Renilla luciferase activities. All experiments were repeated three times as triplicates on a white Greiner CELLSTAR 96-well plate (Sigma-Aldrich). Cel-miR-39-3p was used as a negative control.

### Design of peptides for targeted proteomics

Synthetic peptides for targeted proteomics were designed based on the total proteome analysis of KGN cell lysate (described in Supplementary Materials). Two peptides per protein were selected. In addition, GAPDH was selected as an endogenous control. Peptides with the highest intensity in the library and without methionines and cysteines were preferred for the targeted analysis. The sequences of the synthetic peptides are presented in Supplementary Table IC.

### Sample preparation for targeted proteomics analysis

KGN cells were transfected with hsa-miR-548ba, hsa-miR-7973 or cel-miR-39-3p mimics in triplicates as described above. After 72 h and 96 h post-transfection the cells were removed from the plate by trypsin, washed with PBS, and centrifuged at 1,700 g.

The pelleted cells were suspended in 10 volumes of 4% SDS, 100 mM Tris-HCl pH 7.5, 100 mM DTT lysis buffer. Samples were heated at 95 °C for 5 min, followed by probe sonication (Bandelin, Berlin, Germany) (60 × 1 s pulses, 50% intensity). Unlysed material were cleared with centrifugation at 14,000 g for 10 min, although, lysis was noted to be nearly complete. 30 µg of protein was precipitated with 2:1:3 (v/v/v) methanol:chloroform:water. Protein pellets were suspended in 25 µl of 7 M urea/ 2 M thiourea 100 mM ammonium bicarbonate (ABC) solution, followed by disulfide reduction and cysteine alkylation with 5 mM DTT and 10 mM chloroacetamide for 30 min each at room temperature. Proteins were predigested with 1:50 (enzyme to protein) Lys-C (Wako Chemicals, Neuss, Germany) for 4 h, diluted 5 times with 100 mM ABC and further digested with trypsin (Sigma Aldrich) overnight at room temperature. Peptides were desalted with in-house made C18 StageTips.

### Targeted LC/MS/MS analysis

Peptides were injected to an Ultimate 3000 RSLCnano system (Dionex, Sunnyvale, CA, USA) using a 0.3 × 5 mm trap-column (5 µm C18 particles, Dionex) and an in-house packed (3 µm C18, Dr Maisch, Ammerbuch-Entringen, Germany) analytical 50 cm × 75 µm emitter-column (New Objective, Woburn, MA, USA). Peptides were eluted at 250 nl/min with an A to B 10–45% 60 min gradient (buffer A: 0.1% formic acid, buffer B: 80% acetonitrile + 0.1% formic acid) to a Q Exactive Plus (Thermo Fisher Scientific) MS/MS using a nano-electrospray source (positive mode, spray voltage of 2.6 kV). The MS was operated in a scheduled parallel reaction monitoring (PRM) mode by isolating and fragmenting only peptides from the selected proteins within ± 4 minute windows of their retention times. Retention time scheduling was calibrated using the indexed retention time (iRT) method^51^. MS/MS isolation window was 1.0 m/z and scans were performed at a resolution setting of 17,500. Ion target value of 2e5 and fill time of 60 ms were used. Normalized collision energy was set at 26.

### Data analysis and statistics

#### Affymetrix microarray data analysis

Affymetrix microarray raw data was normalized in Expression Console, provided by Affymetrix (http://www.affymetrix.com), using the robust multi-array average (RMA) method. Gene annotations were drawn from the probeset ID-s of the HuGene-2_0-st chip. Differential gene expression analysis was carried out in the statistical computing language R (http://www.r-project.org) using packages available from the Bioconductor project (www.bioconductor.org)^52^. To detect differentially expressed genes between samples transfected with hsa-miR-548ba or hsa-miR-7973 and cel-miR-39-3p groups, an empirical Bayes moderated t-test was applied using the “limma” package^53^. The p-values were adjusted for multiple testing according to the method of Benjamini and Hochberg^54^. Statistical significance level was set at adjusted p < 0.01.

For cluster analysis of microarray data genes were ordered by the highest fold change expression difference upon hsa-miR-548ba transfection and Bioconductor package “heatmap” was used.

#### Gene ontology analysis

Analysis of over- and under-representation of Reactome pathways (version 58) was performed in the Panther classification system^55^. Genes differentially expressed (adjusted p < 0.01) on Affymetrix microarray upon transfecting KGN cells with either hsa-miR-548ba or hsa-miR-7973 mimics compared to the transfection with cel-miR-39-3p were used as input. Fisher’s exact test with Benjamini and Hochberg false-discovery rate (FDR) correction was used to test the statistical significance of the results and over- or under-represented pathways obtaining FDR < 0.05 are reported.

#### MicroRNA target gene prediction

For miRNA bioinformatic target prediction four web based programs were used (DIANA microT v 3.0^56^, microT CDS v 5.0^57^, TargetScan 7.1^49^ and miRDB^50^). Gene was considered as a potential miRNA target in case it was predicted by at least two programs out of four and its gene expression fold change according to microarray analysis was ≥ log_2_(|0.3|).

#### RT-qPCR

The gene-specific mRNA expression Ct values were normalized against *GAPDH* expression and miRNA expression levels were normalized for internal control hsa-miR-132-3p using the method of relative quantification by Pfaffl^58^. Several control small RNAs were tested for the stability of their expression levels and hsa-miR-132-3p was chosen due to the least variability in its expression between patients and granulosa cell populations (Supplementary Methods). In primary CGC culture experiments *SDHA* was used as an endogenous control for the normalization of mRNA levels. Experiments were run in technical triplicates three times. Results are shown as average ± SD (standard deviation). Statistical significance was calculated by two-tailed Student t-test in Microsoft Office Excel 2017. Statistical significance level was set at p < 0.05.

#### Luciferase assay

The relative luciferase activities were determined by calculating the ratio of Firefly luciferase relative light units (RLU) over Renilla luciferase RLU. All experiments were run independently three times as triplicates. Results are shown as average ± SE (standard error). Statistical significance was calculated by one-tailed Student t-test in Microsoft Office Excel 2017. Statistical significance level was set at p < 0.05.

#### LC/MS/MS data analysis

MS raw files were analysed with the Skyline software^59^. Spectral library was created from Mascot (Matrix Science, Woburn, MA, USA) database search results derived from measuring synthetic peptides (JPT Technologies, Berlin, Germany) with data-dependent LC/MS/MS mode. Only y-ions (starting from ion 4, y4 up to last ion −1) with charge states + 1 and + 2 were allowed. All extracted ion chromatogram (XIC) integrations were manually inspected for correct peak picking. Fragment XIC traces with strong interference and erroneously picked peaks (mass errors >  ± 20 ppm, lack of fragment coelution) were removed.

For the comparison of protein expression levels between samples, peak areas referring to the same proteins were summed. Results were transferred to MaxQuant Perseus module^60^, log_2_-transformed and filtered for at least 50% valid values in each group. Missing values were imputed by down-shifting and compressing the measured intensity distributions by 1.8 and to 0.3 standard deviation units, respectively, thereby simulating intensity measurements on the measurement threshold. All values were then normalized to GAPDH expression. Two comparisons per protein were made: (a) change in expression level between 96 h and 72 h after miRNA transfection, and (b) change in expression between cells transfected with either hsa-miR-548ba or hsa-miR-7973 and cel-miR-39-3p. Difference in the level of protein expression is reported, if the expression change between time-points is > 2-fold and if opposite direction of expression change is observed between the cells transfected with the miRNAs under study and the control miRNA.

## Supplementary information

Supplementary Information.

Supplementary Information2.

Supplementary Information3.

Supplementary Information4.

# Supplementary material for: Target prediction and validation of microRNAs expressed from FSHR and aromatase genes in human ovarian granulosa cells
**Source:** Sci Rep. 2020 Feb 10;10:2300. doi: 10.1038/s41598-020-59186-x
**Supplement:** Supplementary file 1 — Supplementary Information.

**Target prediction and validation of microRNAs expressed from FSHR and aromatase genes in human granulosa cells**

Ilmatar Rooda^1,2^, Kati Hensen^3^, Birgitta Kaselt^1^, Sergo Kasvandik^4^, Martin Pook^3^, Ants Kurg^3^, Andres Salumets^2,5,6,7^, Agne Velthut-Meikas^1,2,*^

**Supplementary Material**

Target gene 3’UTR sequences and bioinformatically predicted target sites for miRNAs hsa-miR-548ba or hsa-miR-7973. Four target prediction programs were used: DIANA microT v 3.0, microT CDS v5.0, TargetScan 7.1 and miRDB. Red underlined sequences represent seed sequences predicted by both TargetScan and miRDB, green underlined sequences represent microT CDS v.5.0 predicted target sequences, blue underlined sequences represent only TargetScan predicted seed sequence location and yellow marks seed sequences predicted only by miRDB. Hsa-miR-548ba potential target gene 3’UTRs are: a) *BCL2L11*, b) *LIFR*, c) *NEO1*, d) *PTEN*, e) *RARB* and f) *SP110*. Hsa-miR-7973 potential target gene 3’UTRs are: g) *ADAM19*, h) *ATHL1* i) *ATP6V1A*, j) *FMNL3* and k) *PXDN*. Potential target gene for both hsa-miR-548ba and hsa-miR-7973 3’UTR is: k) *TGFBR2*.

# Supplementary material for: Target prediction and validation of microRNAs expressed from FSHR and aromatase genes in human ovarian granulosa cells
**Source:** Sci Rep. 2020 Feb 10;10:2300. doi: 10.1038/s41598-020-59186-x
**Supplement:** Supplementary file 2 — Supplementary Information2.

**Target prediction and validation of microRNAs expressed from FSHR and aromatase genes in human granulosa cells**

Ilmatar Rooda^1,2^, Kati Hensen^3^, Birgitta Kaselt^1^, Sergo Kasvandik^4^, Martin Pook^3^, Ants Kurg^3^, Andres Salumets^2,5,6,7^, Agne Velthut-Meikas^1,2,*^

**Supplementary Methods**

**Small RNA RT-qPCR data analysis – selection of endogenous control for normalization**

Eight miRNAs and U6 snRNA in 16 primary granulosa cell samples (8 cumulus and 8 mural granulosa samples) were tested for the stability of their expression levels. Additionally, artificial small RNA spike-in was added to these samples in order to estimate the pipetting error. All primers and the spike-in were purchased from Exiqon. The results are displayed in the table below. Except for the artificial spike-in, hsa-miR-132-3p demonstrated the lowest variability between samples.

| miRNA | Average Ct |  | SD |
| --- | --- | --- | --- |
| hsa-miR-126-3p | 25.92664 |  | 1.804009 |
| hsa-miR-129-2-3p | 31.4689 |  | 3.058987 |
| hsa-miR-129-5p | 31.46952 |  | 1.952898 |
| **hsa-miR-132-3p** | **22.26479** |  | **0.757571** |
| hsa-miR-142-5p | 31.15986 |  | 2.684086 |
| hsa-miR-196a-5p | 30.10833 |  | 1.822812 |
| hsa-miR-223-3p | 23.63032 |  | 2.244144 |
| hsa-miR-30a-5p | 27.03187 |  | 2.457037 |
| hsa-miR-874 | 27.61752 |  | 1.138007 |
| Artificial Spike-in | 20.52509 |  | 0.340899 |
| U6snRNA | 19.98738 |  | 2.323012 |

The selection of the 8 miRNAs presented in the table was based on the small RNA sequencing results of primary human granulosa cells ^1^.

**Proteomics sample preparation**

Cells were suspended in 10 volumes of 4% SDS, 100 mM Tris-HCl pH 7.5, 100 mM DTT lysis buffer. Samples were heated at 95^o^C for 5 min, followed by probe sonication (Bandelin) (60x 1 s pulses, 50% intensity). Unlysed material were cleared with centrifugation at 14 000 g for 10 min, although, lysis was noted to be nearly complete. 30 µg of protein was precipitated with 2:1:3 (v/v/v) methanol:chloroform:water. Protein pellets were suspended in 25 µl of 7 M urea / 2 M thiourea 100 mM ABC solution, followed by disulfide reduction and cysteine alkylation with 5 mM DTT and 10 mM chloroacetamide for 30 min each at room temperature. Proteins were predigested with 1:50 (enzyme to protein) Lys-C (Wako Chemicals) for 4 h, diluted 5 times with 100 mM ABC and further digested with trypsin (Sigma Aldrich) overnight at room temperature. Peptides were desalted with in-house made C18 StageTips. For determining suitable peptides for targeted MS, a single digested lysate was further fractionated with a basic reversed phase fractionation (bRP) into 7 fractions using a step-wise elution with the following buffers:

| Buffer A | 200 mM AF pH 10 |
| --- | --- |
| Buffer B | 200 mM AF pH 10, 10% ACN |
| Buffer C | 200 mM AF pH 10, 15% ACN |
| Buffer D | 200 mM AF pH 10, 17.5% ACN |
| Buffer E | 200 mM AF pH 10, 20% ACN |
| Buffer F | 200 mM AF pH 10, 30% ACN |
| Buffer G | 200 mM AF pH 10, 80% ACN |

**LC/MS/MS analysis**

Peptides were injected to an Ultimate 3000 RSLCnano system (Dionex) using a 0.3 × 5 mm trap-column (5 µm C18 particles, Dionex) and an in-house packed (3 µm C18, Dr Maisch) analytical 50 cm × 75 µm emitter-column (New Objective).

For peptides fractionated with bRP, each fraction was analysed with an A to B 8-40% 120 min gradient (buffer A: 0.1% FA, buffer B: 80% ACN + 0.1% FA) and eluted at 200 nl/min to a Q Exactive Plus (Thermo Fisher Scientific) MS/MS using a nano-electrospray source (positive mode, spray voltage of 2.6 kV). The instrument was operated with a top 10 data-dependent acquisition (DDA) strategy by measuring a 350-1400 m/z MS (at a resolution setting of 70 000) scan and then triggering fragmentation for the ten most intense ions (resolution setting of 17 500). Dynamic exclusion was set to 40 s and normalized collision energy (NCE) of 26 was used.

For peptides used for targeted analysis, elution was carried out at 250 nl/min with an A to B 10-45% 60 min gradient. The MS was operated in a scheduled parallel reaction monitoring (PRM) mode by isolating and fragmenting only peptides from the selected proteins within ±4 minute windows of their retention times. Retention time scheduling was calibrated using the indexed retention time (iRT) method ^2^. MS/MS isolation window was 1.0 m/z and scans were performed at a resolution setting of 17 500. Ion target value of 2e5 and fill time of 60 ms were used. NCE was set to 26.

**LC/MS/MS data analysis**

For the discovery data, MS raw files were processed with the MaxQuant software package (1.4.0.8) ^3^. Methionine oxidation, and protein N-terminal acetylation were set as variable modifications, while cysteine carbamidomethylation was defined as a fixed modification. Search was performed against UniProt (www.uniprot.org) human reference proteome database (downloaded: 2015 October) using the tryptic digestion rule (cleavages after lysine and arginine without proline restriction). Only identifications with at least 1 peptide ≥ 7 amino acids long (with up to 2 missed cleavages) were accepted and transfer of identifications between runs based on accurate mass and retention time was enabled. Peptide-spectrum match and protein false discovery rate (FDR) was kept below 1% using a target-decoy approach ^4^. All other parameters were default.

Targeted MS raw files were analysed with the Skyline software ^5^. Spectral library was created from Mascot (Matrix Science) database search results derived from measuring synthetic peptides (JPT Technologies) with data-dependent LC/MS/MS mode. Peptides with the highest intensity in the library were preferred for the targeted analysis. Peptides with methionines and cysteines were excluded. Only y-ions (starting from ion 4, y4 up to last ion -1) with charge states +1 and +2 were allowed. All extracted ion chromatogram (XIC) integrations were manually inspected for correct peak picking. Fragment XIC traces with strong interference and erroneously picked peaks (mass errors > ±20 ppm, lack of fragment coelution) were removed.

**References**

1. Velthut-Meikas, A. *et al.* Research resource: small RNA-seq of human granulosa cells reveals miRNAs in FSHR and aromatase genes. *Mol. Endocrinol. Baltim. Md* **27**, 1128–1141 (2013).

2. Escher, C. *et al.* Using iRT, a normalized retention time for more targeted measurement of peptides. *Proteomics* **12**, 1111–1121 (2012).

3. Cox, J. & Mann, M. MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat. Biotechnol.* **26**, 1367–1372 (2008).

4. Elias, J. E. & Gygi, S. P. Target-decoy search strategy for increased confidence in large-scale protein identifications by mass spectrometry. *Nat. Methods* **4**, 207–214 (2007).

5. MacLean, B. *et al.* Skyline: an open source document editor for creating and analyzing targeted proteomics experiments. *Bioinforma. Oxf. Engl.* **26**, 966–968 (2010).

# Supplementary material for: Target prediction and validation of microRNAs expressed from FSHR and aromatase genes in human ovarian granulosa cells
**Source:** Sci Rep. 2020 Feb 10;10:2300. doi: 10.1038/s41598-020-59186-x
**Supplement:** Supplementary file 3 — Supplementary Information3.

**Target prediction and validation of microRNAs expressed from FSHR and aromatase genes in human granulosa cells**

Ilmatar Rooda^1,2^, Kati Hensen^3^, Birgitta Kaselt^1^, Sergo Kasvandik^4^, Martin Pook^3^, Ants Kurg^3^, Andres Salumets^2,5,6,7^, Agne Velthut-Meikas^1,2^

**Supplementary Results**

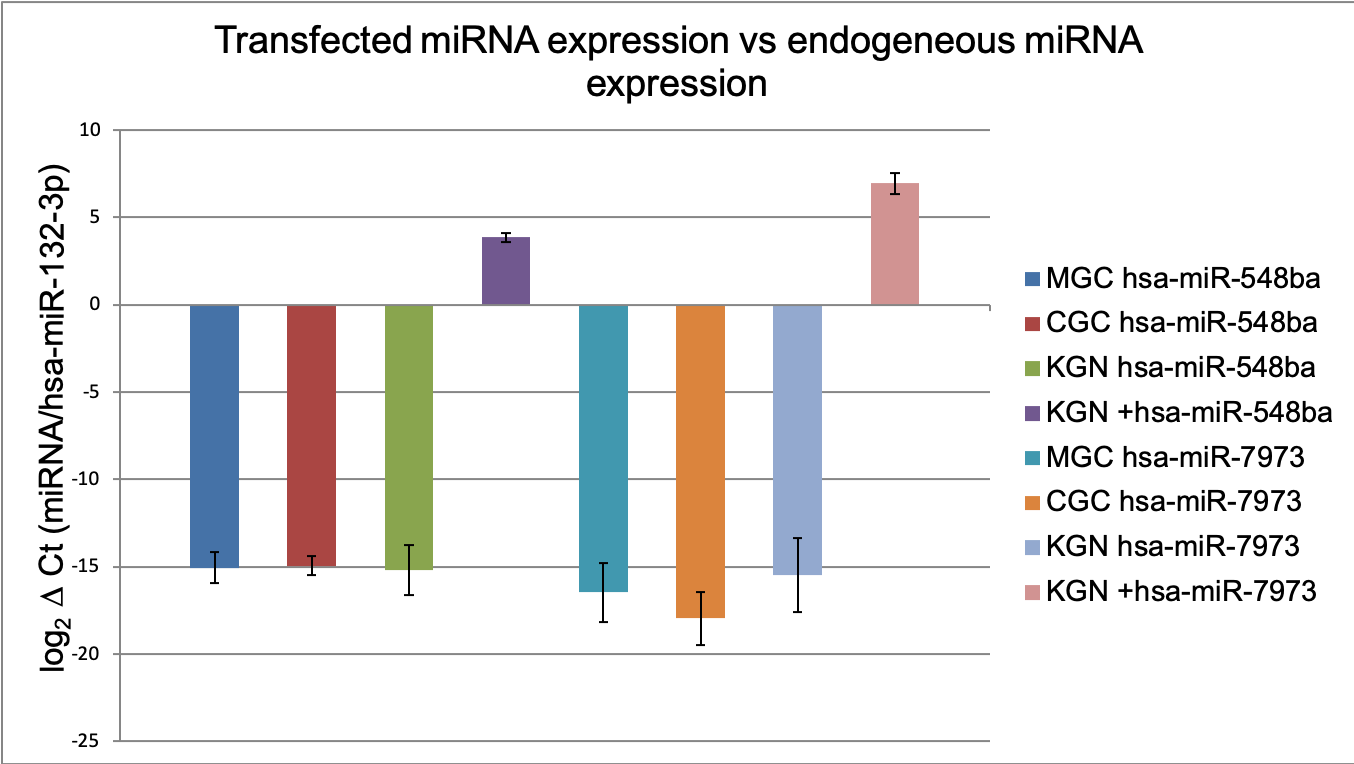

**Supplementary Figure 1.** Transient hsa-miR-548ba and hsa-miR-7973 expression in KGN cell-line compared to primary human granulosa cells. For positive control human mural (MGC) and cumulus granulosa cell (CGC) RNA was used (n=8). miRNA expression in KGN cells is shown as average expression of four parallel samples ±SD on log_2_ scale. miRNA expression levels were normalized against miRNA hsa-miR-132-3p levels. Transfected KGN samples are indicated with + sign in the legend (yellow and pink colour).

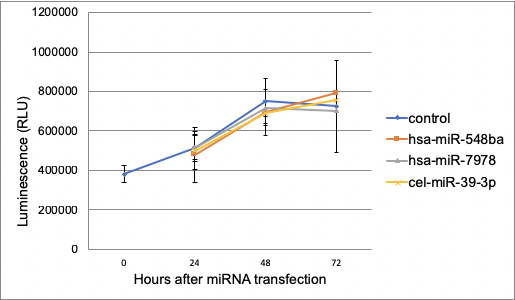

**Supplementary Figure 2.** KGN cell viability upon transient miRNA expression. Luminescence signal was measured from cells transfected with hsa-miR-548ba, hsa-miR-7973 or control miRNA cel-miR-39-3p at three time-points: 24, 48 and 72 hours. Signal from non-transfected cells (control) were measured at 0, 24, 48 and 72 hours. The indicated value refers to normalized luminescence: signal from all lysed cells minus signal from dead cells. Results are shown as average of 3 independent experiment with ± SD. Student t-test p-values were above 0.05, no significance difference in living cell number were detected between non-transfected control samples and transfected cells.

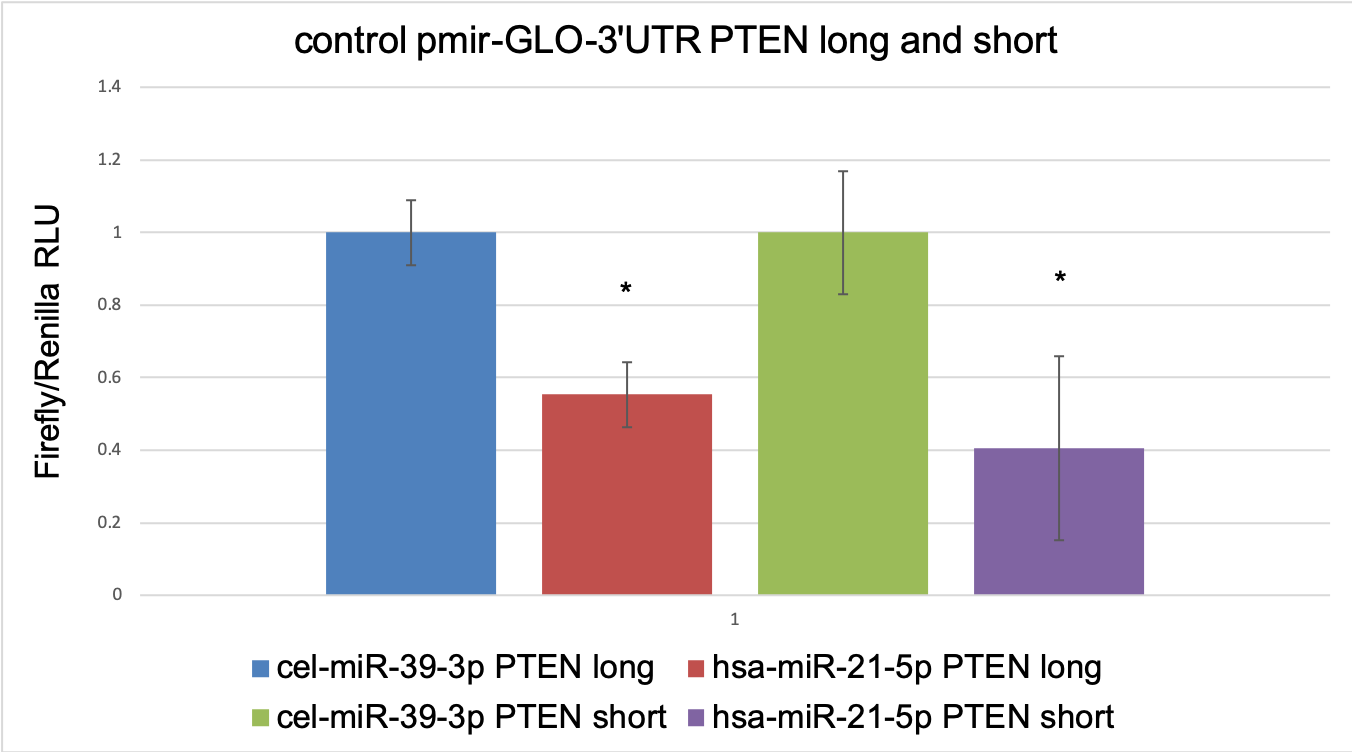

**Supplementary Figure 3.** Suppression of luciferase signal upon hsa-miR-21-5p binding to PTEN 3’UTR. pmirGLO-3’UTR-PTEN vector and hsa-miR-21-5p were used as a positive control for miRNA:mRNA binding to confirm the luciferase assay reliability. Two versions of PTEN 3’UTRs were used: pmirGLO-3’UTR-PTEN long represents 3’UTR length obtained from UCSC genome browser and pmirGLO-3’UTR-PTEN short represents miRDB miRNA target prediction program version of 3’UTR.Results are shown as average of 3 independent experiment with ± SD (*p < 0.05; Student t-test).

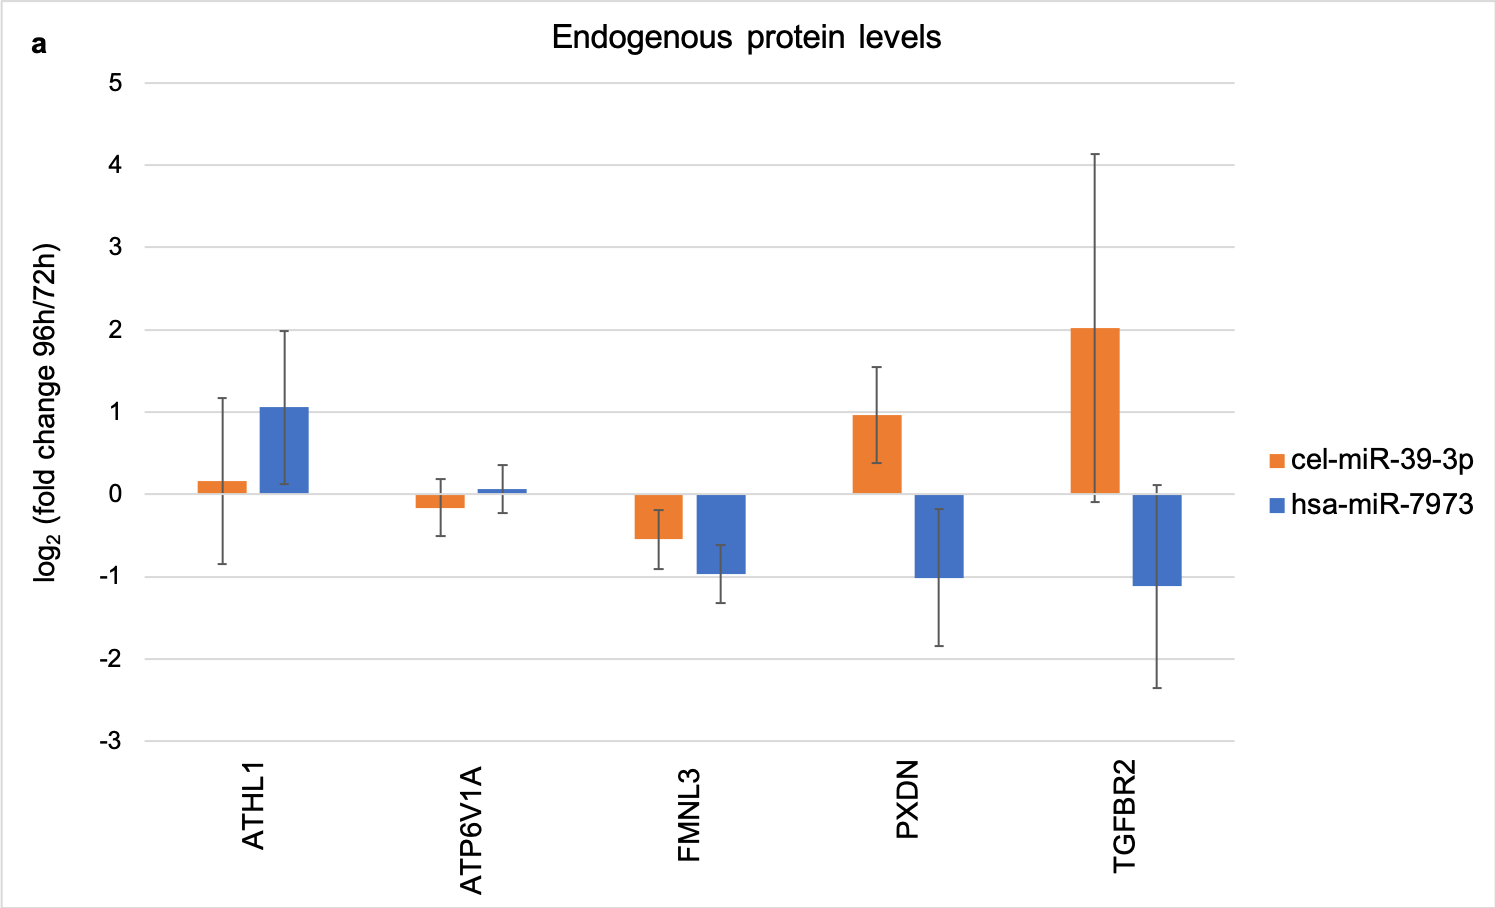

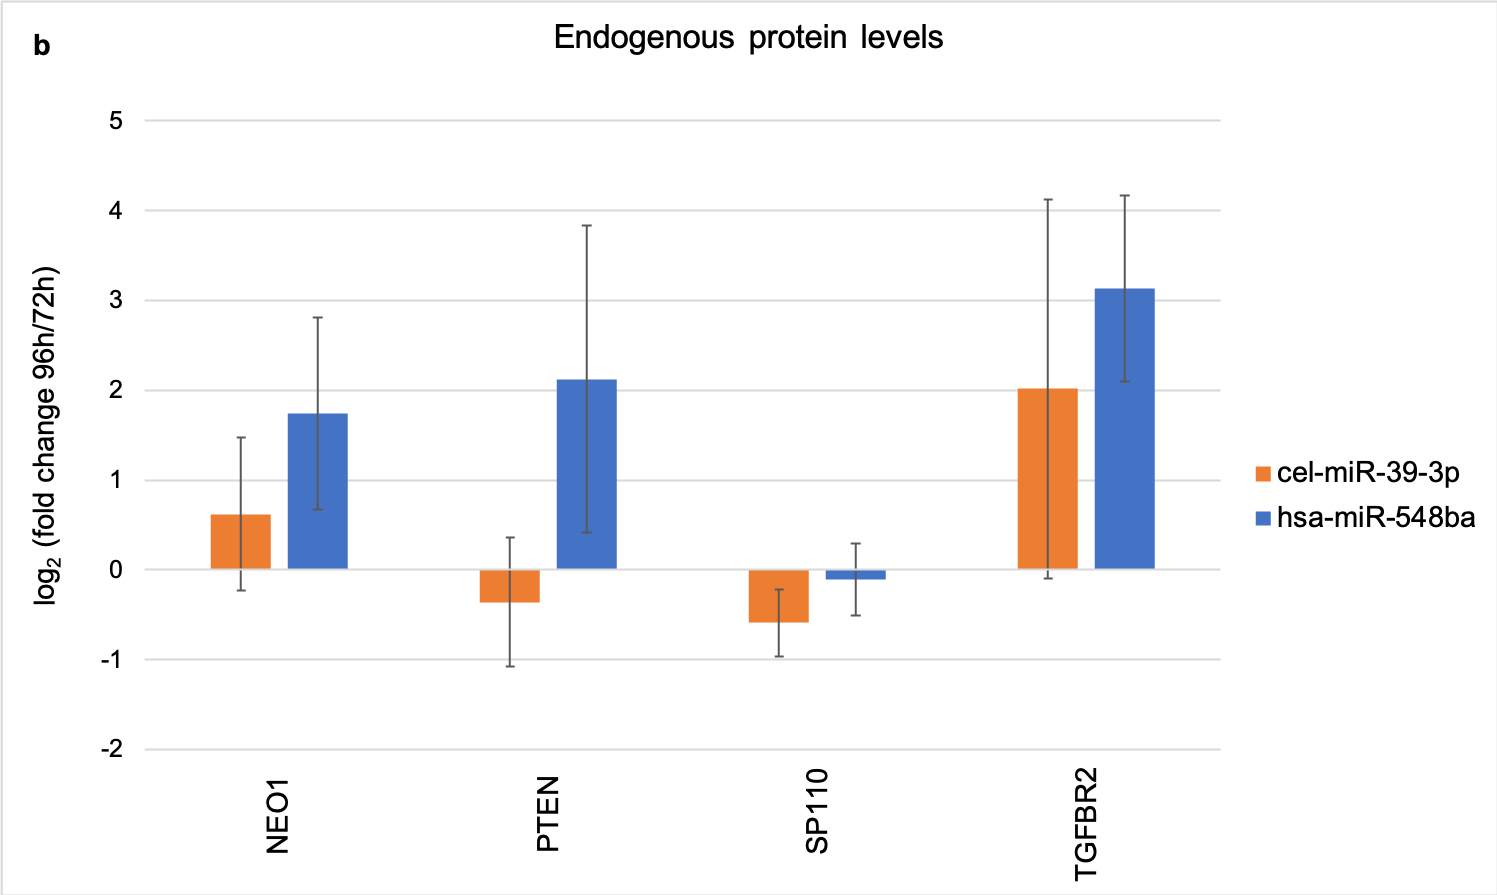

**Supplementary Figure 4.** Endogenous expression levels of target proteins upon KGN cell line transfection with hsa-miR-548ba (A) or hsa-miR-7973 (b) mimics. Protein levels were assessed at two time-points (72h and 96h) after miRNA transfection and normalized against GAPDH. Results are displayed as average fold change between time-points ±SEM on log_2_ scale, n=3.

**
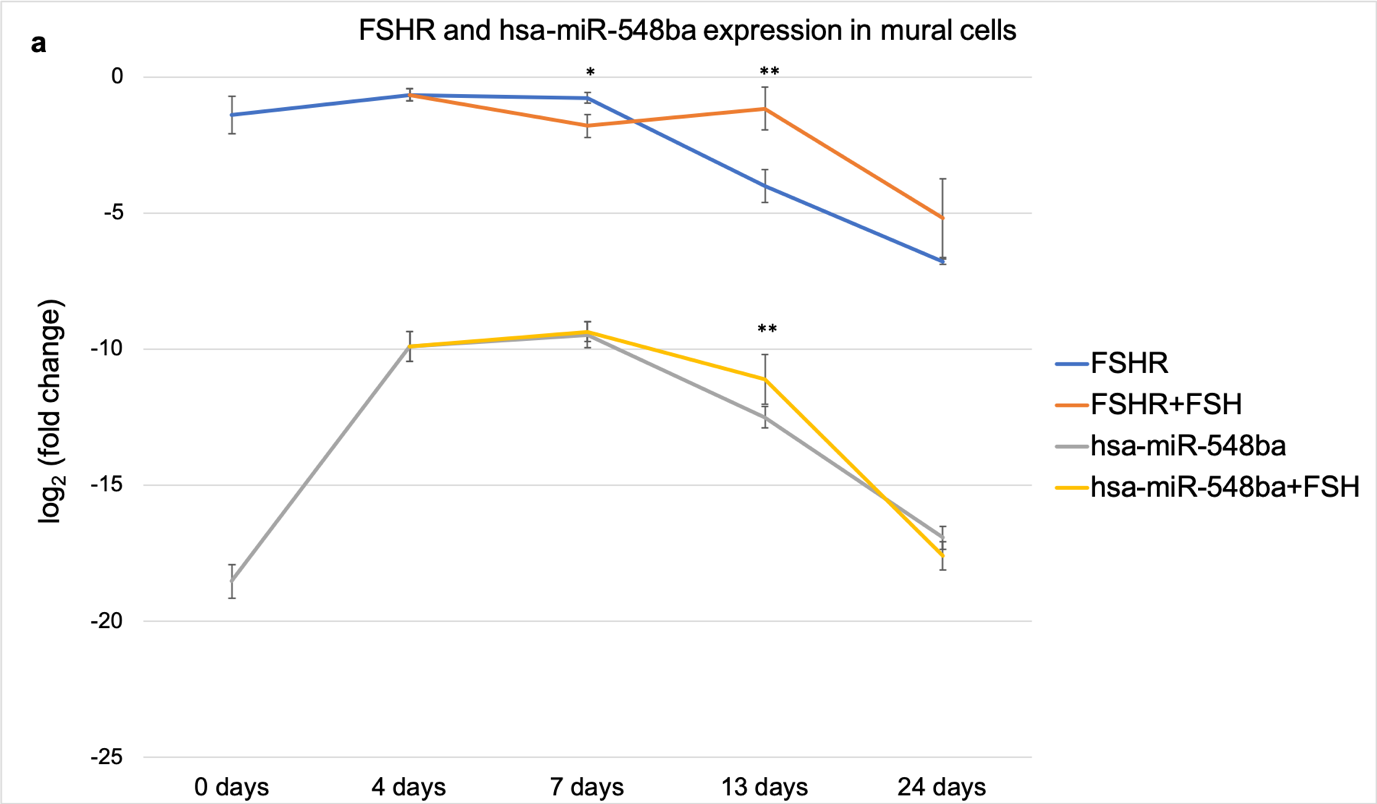
**

**
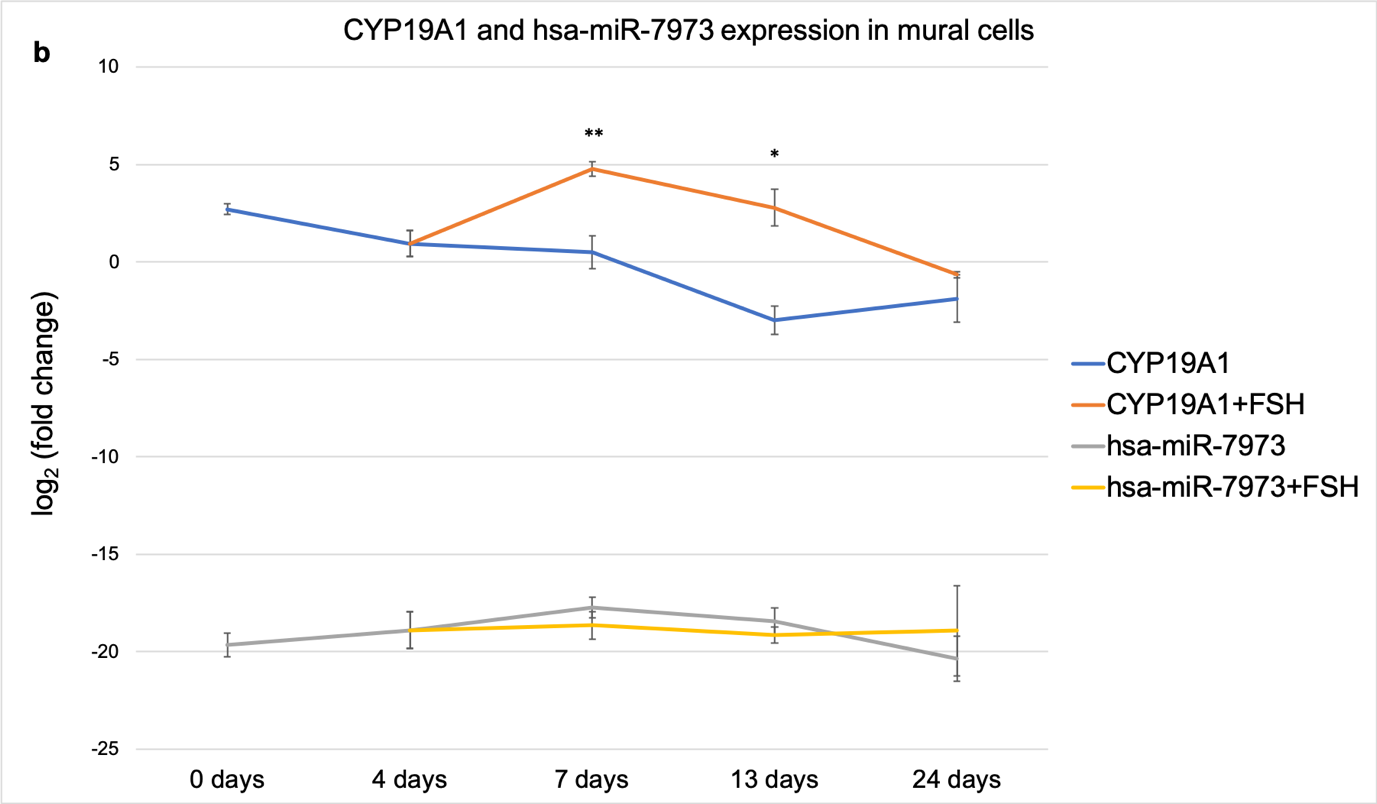
**

**Supplementary Figure 5.** miRNA and host gene expression levels in primary human mural granulosa cells. mRNA and miRNA expression levels were normalized to SDHA or hsa-mir-132-3p, respectively. Results are displayed as average fold change ±SD on log2 scale, n=3, (*p < 0.05; **p < 0.01; Student t-test between cells exposed to 1 IU/ml FSH vs non-treated cells). A) hsa-miR-548ba and FSHR expression and B) hsa-miR-7973 and CYP19A1 expression

How the deposited data were processed for this re-analysis (not part of the article)

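Gene expression was measured on Affymetrix GeneChip Human Gene 2.0 ST arrays in KGN cells 72 h after transfection with 12.5 nM of a mimic of hsa-miR-548ba, of hsa-miR-7973 or of cel-miR-39-3p, with 4 arrays per mimic and 12 in all. The authors made the log2 values with RMA (background correction, quantile normalization and median polish over arrays) in Affymetrix Expression Console, whose version the paper does not give, and no filter of theirs is stated. The log2 values were used as deposited and lay between 1.53 and 14.1, with array medians from 5.11 to 5.21, and Pearson's r of an array to its own group was 0.990 to 0.993 on average. Every array in the value table was used. The background signal of the arrays was not analysed here, so that low values are set against the median of all rows, 5.14, only.

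Rows were named through the gene ID of the platform annotation and the current symbols of the RefSeq gene table (GCF_000001405.40, 59792 genes). Of 44629 rows 15835 had 1 name and 28794 were unnamed here, and all rows entered the fit. Each of 14812 genes was represented by the row with the highest mean, and 651 genes had more than 1 row. Genes of the paper without a named row, such as TGFBR2 and CYP19A1, were not analysed here. The paper names no genome build, and no coordinates are given.

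A linear model of the 3 groups was fitted to all rows with limma 3.58.1 in R 4.3.3 (9 residual degrees of freedom). The comparisons were hsa-miR-548ba with cel-miR-39-3p, hsa-miR-7973 with cel-miR-39-3p, and hsa-miR-548ba with hsa-miR-7973, each tested two-sided with limma's moderated test and adjusted after Benjamini and Hochberg over all rows, at an adjusted p under 0.01. Standard errors are those of the model. Gene lists with at least 5 measured members were tested among the 14812 genes with camera (preset correlation 0.01) and with Fisher's exact test, two-sided, against all 14812 genes, each adjusted over the tested lists of a comparison, at an adjusted p under 0.05. Of 31 lists, 28 were tested. Listed genes without a named row were not measured, so that a list result covers its measured members only. These were 14 of 31 genes of smooth muscle contraction, 11 of 26 of syndecan interactions, 23 of 51 of the extracellular matrix and 7 of 21 of steroid hormone synthesis. Distances between arrays were Euclidean over all rows, with complete linkage. The procedure was tested on simulated data with 200 changed rows per comparison: of rows changed by 0.5, 1 and 2 on the log2 scale, 34.3%, 83.6% and 97.0% were recovered for hsa-miR-548ba, 28.4%, 89.6% and 98.5% for hsa-miR-7973 and 38.8%, 80.6% and 98.5% between the miRNAs. Against the control 1602 and 1688 real rows passed, which makes the adjusted threshold less strict there than in the simulation. The effect of the shared control arrays was estimated with 20 simulations of unchanged groups and with the 6 splits of the control arrays into 2 and 2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

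The lists were written from general knowledge, all of them after the paper's text and tables had been read, so that values in those tables count as seen. Those written under pathway names of the paper, after its tables had been read, were cholesterol biosynthesis, cytosolic tRNA aminoacylation, amino acid transport across the plasma membrane, syndecan interactions, smooth muscle contraction, chondroitin and dermatan sulfate metabolism, unfolded protein response, ephrins and Eph receptors, fatty acid synthesis and oxidation, netrin-1 signaling, TGF-beta receptor complex signaling, EGFR signaling, PDGF signaling, glycosphingolipid metabolism and olfactory receptors. The others were sterol uptake, efflux and SREBP control, extracellular matrix and its remodelling, interferon response, microRNA processing and silencing, steroid hormone synthesis, granulosa cell markers, cell cycle, apoptosis, LIF and gp130 receptor signaling, PI3K-AKT signaling, BMP signaling, hypoxia and glycolysis, and markers of epithelial cells, leukocytes, endothelial cells and theca and stromal cells.

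Genes were named by a rule. It names, per comparison, the 10 largest rises and the 10 largest falls among genes past the threshold with all 4 arrays of one group above all 4 of the other; the genes of Table 1 and those named in the results text, Fig. 3 and Fig. 5; the first 10 genes of Supplementary Tables IIA and IIC, whose values in the paper had been seen; and of each list and of the predicted targets up to 4 called members with the largest change and up to 2 members that did not pass with the highest mean. Genes outside the rule are marked where they are named.

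The lists, the rule and the alternatives were set before the data were examined. The alternatives were only the 8 arrays compared, rows above the median level, rows with 1 gene name, the same median on each array, cyclic loess, a trend and robust variances, array weights, the replicate number as a block, an adjusted p under 0.05, a log2 change of at least 0.3, any row or the mean of all rows of a gene, each array left out in turn, an estimated correlation in camera, other backgrounds and gene sets for Fisher's test, split controls, and 1 minus Pearson r as a distance. The samples were not paired in the tests. Seed matches in 3' UTRs were not searched, since 3' UTR sequences were at hand for a few target genes of the paper only.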

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

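The count of shared genes with split control arrays and the test of shared noise were chosen only after the result was seen; the other tests of this part were set beforehand. The 644 genes that moved in the same direction with both human miRNAs form the pattern weighed here. Leaving out 1 control array gave at the lowest 437 shared genes, against a bound of 429.3 set beforehand and with an SD of 43.1 over the 12 leave-outs, so that this test decides nothing, and with an array of a human miRNA left out the lowest was 471. With the control arrays split 2 and 2, at least 268 genes were shared in the same direction, where independent lists would share at most 8.11, which argues against 1 or 2 deviating control arrays as the whole cause. The covariance of 0.0426 across genes, against at most 0.00635 in simulated unchanged groups, argues against shared noise of the control arrays as the whole cause, and after cyclic loess 97.98% of the genes were still called in the same direction by both, which argues only against a trend with signal level that this step removes. Something common to all 4 control arrays stays open: an effect of cel-miR-39-3p itself (not tested, since 3' UTRs were not searched), a batch of the control arrays (none is stated) and a response that both human miRNAs share, such as the RISC saturation the paper proposes, are untested, since arrays of cells that received no mimic were not analysed here.

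Between hsa-miR-548ba and hsa-miR-7973, whose effects against the control were compared by a direct test, 64 genes differed, 46 of them among those called for 1 miRNA only; these became 25 and 20 without hsa-miR-548ba replicate 3 (34 and 26, 29 and 24, and 27 and 22 without its replicates 1, 2 and 4, and 39 and 30, 28 and 21, and 38 and 28 without hsa-miR-7973 replicates 1, 2 and 3, and 41 genes in all without control replicate 3). The lists of cholesterol biosynthesis (higher with hsa-miR-548ba, adjusted p = 4.84e-07), netrin-1 signaling (lower, adjusted p = 0.0314) and cell cycle (higher, adjusted p = 0.0333) also differed between the miRNAs by camera at its preset correlation, and with an estimated correlation they had adjusted p = 0.145, 0.631 and 0.634. The cell cycle difference had adjusted p = 0.245 and 0.114 without hsa-miR-548ba replicates 1 and 2 and 0.117 and 0.552 without hsa-miR-7973 replicates 3 and 4, and that of netrin-1 0.0849 without hsa-miR-7973 replicate 3. Over rows above the median level the cell cycle difference had adjusted p = 0.0693 by camera.

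Lists of genes outside the pathways that the paper names from the arrays also moved against the control. These lists too were written after the paper's tables had been read. Some of their members, such as LIFR and OSMR, are among its predicted targets, which were chosen by their change on these arrays. With hsa-miR-548ba the lists of cell cycle genes (adjusted p = 1.32e-11), sterol uptake and SREBP control (0.0135), hypoxia and glycolysis (0.0419) and epithelial cell markers (0.0256) were higher by camera, and those of the interferon response (0.00531) and of LIF and gp130 signaling (0.0319) lower; with hsa-miR-7973 the cell cycle list was higher (adjusted p = 1.24e-06). With an estimated correlation these had, in that order, adjusted p = 0.231, 0.316, 0.621, 0.186, 0.232, 0.186 and 0.440. The hypoxia list had adjusted p = 0.349 without control replicate 4 and 0.0901 and 0.0905 without hsa-miR-548ba replicates 2 and 3, the epithelial list 0.0502 without control replicate 3 and 0.0705 without hsa-miR-548ba replicate 4, and the LIF list 0.0749 without control replicate 4. Over rows above the median level the hypoxia and epithelial lists had adjusted p = 0.0793 and 0.0519 by camera with hsa-miR-548ba. Beside the cell cycle result stands the paper's own assay, in which transfection changed neither the viability nor the proliferation rate of KGN cells.

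Among genes whose change the paper does not discuss, ANKRD1 had log2 fold changes of 2.22 and 3.25 with hsa-miR-548ba and hsa-miR-7973, and VCAM1 2.05 and 3.14. FSHR, the gene that holds hsa-miR-548ba, had a log2 fold change of -0.883 with hsa-miR-548ba (standard error 0.16, adjusted p = 0.00434), which stayed past the threshold in 7 of 12 fits with 1 array left out (highest adjusted p = 0.0173, without hsa-miR-548ba replicate 1) and had adjusted p = 0.0110 in the fit of the 8 arrays compared.

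A single value lay far from the other 3 of its group in 3 of 45 groups of 4 values, where chance gives 2.25. Control replicate 3 had the highest mean r to its group, 0.9921 (the others 0.9915 to 0.9916). Its mean distance to the group was the lowest, 54.27 (the others 55.88 to 56.48), so that it was the control array closest to its group. For STC1, hsa-miR-548ba replicate 1 had a log2 value of 9.738 (the others 10.09 to 10.14), and for FSHR control replicate 4 had 6.374 (the others 6.773 to 6.850).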

How the results depend on the processing

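No result that passed its threshold, in the main fit or under an alternative, changed direction under that alternative. The direction of results that passed in neither was not compared. The alternatives were all set beforehand, and the seed sites in 3' UTRs were not run. Unless stated, the cause of a shift was not tested. In the order changed by hsa-miR-548ba, by hsa-miR-7973, between the miRNAs, by both, only by hsa-miR-548ba, only by hsa-miR-7973, and called for 1 miRNA and different between them, the counts were 940, 978, 64, 644, 296, 334 and 46.

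From the 8 arrays compared alone, with fewer residual degrees of freedom, 574 genes changed with hsa-miR-7973, 9 between the miRNAs, 394 with both, 180 only with hsa-miR-7973, and 8 of those called for 1 miRNA differed. With fewer rows tested, those above the median level, the counts were 1426, 1533, 127 and 1010, with 523 only with hsa-miR-7973 and 84 that differ, the correlation of the log2 fold changes was 0.8449 and the distance ratio of the control arrays 1.293. Over rows with 1 gene name 113 genes differed between the miRNAs, 512 changed only with hsa-miR-7973, and 73 differed. With a trend and robust variances the 7 counts were 1542, 1624, 191, 1096, 446, 528 and 117, and at an adjusted p under 0.05, a looser threshold, 1641, 1760, 131, 1131, 510, 629 and 86.

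With the replicate number as a block, 618 genes changed with hsa-miR-548ba, 21 between the miRNAs, 176 only with hsa-miR-548ba, and 16 differed. The numbers are not known to pair the samples: residuals of the same number had r from -0.0513 to 0.0586, and 3 of 12 arrays were closest to their own number. The PDGF list with hsa-miR-7973 had adjusted p = 0.0550 with the block.

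With an estimated correlation in camera, 2 lists passed with hsa-miR-548ba, 0 with hsa-miR-7973 and 0 between the miRNAs, against 11, 7 and 3. Over-representation by Fisher's exact test, past for 12 lists with each miRNA, was past for 1 and 0 lists with the genes called for that miRNA only, and for 0 and 0 with the genes called between the miRNAs, sets with fewer genes. With the controls split the correlation was 0.6233, and with 1 minus Pearson r as the distance the ratio was 1.276.

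With each array left out in turn, 611 to 945 genes changed with hsa-miR-548ba, 696 to 893 with hsa-miR-7973, 25 to 58 between the miRNAs and 437 to 590 with both, 130 to 355 only with hsa-miR-548ba, 210 to 396 only with hsa-miR-7973, and 20 to 42 of those called for 1 miRNA differed. Of the predicted targets 42 to 53 and 29 to 35 changed, and of the genes of Table 1 10 to 11. The correlation was 0.7903 to 0.8187, the ratio 1.113 to 1.139, and 9 to 11, 6 to 8 and 2 to 4 lists passed.

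Of the 205 named genes in 3 comparisons, 615 results, 268 were called. Over 23 settings, 13411 of 14133 values kept their side of the threshold, 485 fell short of it and 237 newly passed it. Values that passed in neither the main fit nor the setting count as kept here whatever their direction. The fit of the 8 arrays compared alone ended 57 of the 268 calls. Of the values for lists, 1294 of 1338 kept their side of the threshold, 37 fell short of it and 7 newly passed it. What the background of the arrays limits was not analysed here.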

Differences from the paper's values

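The paper gives 1474 genes changed by hsa-miR-548ba, 1552 by hsa-miR-7973, 1015 by both, and 459 and 537 by hsa-miR-548ba and hsa-miR-7973 only. Here 940, 978, 644, 296 and 334 genes were counted, at the paper's threshold, from rows with 1 name; 1602 and 1688 rows passed in all, named or not. Of the 1473 and 1551 rows in the copies of Supplementary Tables IIA and IIC used here, 934 and 972 have a named row here, and 926 and 961 of these carry an adjusted p within 1% of that found here. For the rows it covers, this argues against a different fit or adjustment as the reason for the lower counts. The remaining rows of these copies have no named row here and so could not be counted as genes.

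Of the alternatives set before the data were examined, these came within 1.5 times the paper's counts. That does not make any of them the reason for the gap, since the adjusted p of the main fit already matched in 926 and 961 rows. For the paper's 1474: rows above the median level (1426), rows with 1 gene name (1324), cyclic loess (993), a trend and robust variances (1542), array weights (1103) and an adjusted p under 0.05 (1641), which is not the paper's threshold. For its 1552: the same without array weights (1533, 1452, 1059, 1624 and 1760). For its 1015: the same 6 (1010, 940, 688, 1096, 693 and 1131). For its 459: only the 8 arrays compared (325), rows above the median level (416), rows with 1 gene name (384), a trend and robust variances (446), array weights (410), an adjusted p under 0.05 (510), and leaving out hsa-miR-7973 replicates 1 to 4 (344, 339, 336 and 355). For its 537: rows above the median level (523), rows with 1 gene name (512), cyclic loess (371), a trend and robust variances (528), an adjusted p under 0.05 (629), and leaving out hsa-miR-548ba replicates 1 to 4 (396, 379, 362 and 382). The others did not.

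For FMNL3 with hsa-miR-7973 the paper's Supplementary Table IIC, in the copy used here, gives a log2 fold change of 0.6982, and the value here was -0.5826, also under none of the alternatives that of the table; the paper's Supplementary Table IID gives the value found here. In that copy of Table IIC 16 rows carry the adjusted p found here (within 1%) with a log2 fold change that is more than 0.01 away; in 13 of them the value found here stands in the row above (within 0.001), the other 3 (UBE2L6, CLDN7 and CALR) lie in a tie of adjusted p, and 8 have the opposite sign, such as SAMD9 (paper 0.7982, here -0.397) and HMGCS1 (paper -0.4078, here 0.5035). This comparison by row was chosen only after the result was seen, and SAMD9, UBE2L6, LCOR and DUSP3 were named after their values were seen.

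The 11 values of Table 1 genes set beside Supplementary Tables IIB and IID lay within their standard error. Over all their measured genes, 52 of 54 and 35 of 37 lay within 0.01 of the paper's; the exceptions are CADM1 (here -1.23) and LCOR (-0.50) with hsa-miR-548ba, and DUSP3 (-0.94) and LMOD1 (0.01) with hsa-miR-7973. LMOD1 is raised in the paper's table; with any row of the gene counted it was called here too, with 0.7723.

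The paper lists ephrin signaling and fatty acid metabolism among the pathways of hsa-miR-548ba and EGFR signaling among those of hsa-miR-7973; on the shorter lists used here called genes were in excess in none of the 3 by Fisher's exact test, in any setting run (adjusted p = 0.495, 0.148 and 0.0995). Its text calls G protein-coupled receptor signaling over-represented with hsa-miR-548ba, and its Supplementary Table IIIA has it among the under-represented terms; it was not tested here.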

Other observations

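Of the tests of this part, only the look at which splits kept the control arrays together was chosen after the result was seen. Of 33 measured cell cycle genes, 12 rose with hsa-miR-548ba (20, and 1 lower, when adjusted over the list alone), and 7 rose and 2 fell with hsa-miR-7973 (14 and 2). The kinase WEE1 had a log2 fold change of 0.67 with each, cyclin E1 (CCNE1) 0.67 and 0.61, and the kinesin KIF20A 0.90 with hsa-miR-548ba, while CDK6 fell with hsa-miR-7973 (-0.46) and differed between the miRNAs by 0.62 (adjusted p = 6.99e-04, and 0.0119 in the fit of the 8 arrays compared). MCM7 fell too (-0.48; named, like CCNE1, after their values were seen), a call that stayed in 6 of 12 fits with 1 array left out (highest adjusted p = 0.0184, without hsa-miR-7973 replicate 2). By Fisher's exact test (two-sided) called genes were in excess with both (adjusted p = 1.14e-05 and 0.00114), while the direction of the list by camera was past the threshold at the preset correlation only (adjusted p = 0.231 and 0.440 with an estimated one). The paper reports no effect of the mimics on proliferation rate, so that these RNA values do not show faster growth.

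Genes of the extracellular matrix moved in both directions. Of 23 measured, 5 rose and 4 fell with hsa-miR-548ba (6 and 5 when adjusted over the list alone) and 6 rose and 5 fell with hsa-miR-7973 (7 and 8), more than chance gives by Fisher's exact test (two-sided, adjusted p = 5.45e-05 and 1.78e-06), with no direction by camera (adjusted p = 0.874 and 0.675). The protease inhibitors TIMP2 and TIMP3 had log2 fold changes of 0.86 and 0.76 with hsa-miR-548ba and 0.86 and 0.84 with hsa-miR-7973, and the proteases MMP16 and MMP14 -0.97 and -0.65, and -0.88 and -0.54. The others that passed with hsa-miR-548ba were TNC, THBS1 and ADAM9 (higher) and NID1 and ADAM17 (lower), and with hsa-miR-7973 TNC, THBS1, HSPG2 and ADAM9 (higher) and NID1, NID2 and ADAM12 (lower). With 1 array left out, ADAM9 with hsa-miR-548ba stayed in 6 of 12 fits (highest adjusted p = 0.0134, without its replicate 1), and HSPG2 and ADAM12 with hsa-miR-7973 in 6 and 8 (0.0214 without its replicate 2, and 0.0158 without control replicate 3), and NID2 and ADAM9 with hsa-miR-7973 had adjusted p = 0.0118 and 0.0108 in the fit of the 8 arrays compared. MMP14, NID1, NID2, ADAM9, ADAM12 and HSPG2 were named after their values were seen.

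STAR, which brings cholesterol into mitochondria for steroid synthesis, rose with both miRNAs, by log2 fold changes of 0.84 (standard error 0.086, adjusted p = 7.03e-05) and 1.19 (adjusted p = 3.23e-06), as the 1 called gene of the 7 measured of steroid hormone synthesis (camera adjusted p = 0.362 and 0.139). That list held 21 genes, and those without a named row were not measured. CYP19A1 had no named row either, so that steroid synthesis was seen in part only. FSHR was 6.71 ± 0.22 (SD, n = 4) in control cells, 5.82 ± 0.29 (SD, n = 4) with hsa-miR-548ba and 6.18 ± 0.24 (SD, n = 4) with hsa-miR-7973, where its adjusted p was 0.0723, and the difference between the miRNAs had adjusted p = 0.542. Of 13 granulosa cell markers, VCAN rose and FSHR fell with hsa-miR-548ba (3 and 2 when adjusted over the list alone), and KITLG (0.77), FST (0.56) and VCAN rose with hsa-miR-7973 (4), with camera adjusted p = 0.960 and 0.637; the median and mean were -0.060 and -0.030, with the direction higher, and -0.073 and 0.048. FST stayed in 8 of 12 fits with 1 array left out and VCAN in 8 (highest adjusted p = 0.0150 without hsa-miR-7973 replicate 1, and 0.0123 without its replicate 2), and FSHR in 7 (0.0173, without hsa-miR-548ba replicate 1; 0.0110 in the fit of the 8 arrays compared).

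Of 13 genes of LIF and gp130 signaling, LIFR, IL11, OSMR and SOCS3 fell with both miRNAs (4 and 4 when adjusted over the list alone), and LIF rose with hsa-miR-7973 (0.63; 1). IL11 had log2 fold changes of -0.75 and -0.60, OSMR -0.48 and -0.55 and SOCS3 -0.35 and -0.43. Fisher's exact test (two-sided) gave adjusted p = 0.0169 and 0.00358, and camera adjusted p = 0.169 with hsa-miR-7973. This list was written after the paper's tables had been read. LIFR and OSMR are among the paper's predicted targets of hsa-miR-548ba, which were chosen by their change on these arrays. The excess in this list is therefore not independent evidence. SOCS3 with hsa-miR-548ba stayed in 1 of 12 fits (highest adjusted p = 0.0336, without its replicate 2) and LIF in 2 (0.0265, without hsa-miR-7973 replicate 2), and SOCS3 with hsa-miR-7973 had adjusted p = 0.0101 in the fit of the 8 arrays compared. Of 25 genes of the interferon response, IFI44L (-1.23) and IFI44 (-0.70) fell and EPSTI1 (0.52) rose with hsa-miR-548ba (5 lower and 1 higher when adjusted over the list alone; Fisher's exact test, adjusted p = 0.309); EPSTI1 stayed in 6 of 12 fits (highest adjusted p = 0.0188, without hsa-miR-548ba replicate 1).

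KRT18, a keratin, rose by 0.95 and 1.14 on the log2 scale, and CLDN7 by 0.42 with hsa-miR-7973, as the called ones of 8 epithelial markers (2 and 3 when adjusted over the list alone; camera adjusted p = 0.0639 with hsa-miR-7973). Of 9 genes of sterol uptake and SREBP control, STARD4 rose with both (0.91 and 0.46) and INSIG1 with hsa-miR-548ba (2 and 1 when adjusted over the list alone; camera adjusted p = 0.169 with hsa-miR-7973), and of 14 of hypoxia and glycolysis VEGFA rose with both (0.55 and 0.30; 1 and 1; camera adjusted p = 0.232 with hsa-miR-7973). With hsa-miR-7973, CLDN7 stayed in 2, STARD4 in 1 and VEGFA in 1 of 12 fits (highest adjusted p = 0.0318, 0.0333 and 0.0302, without control replicate 2, hsa-miR-7973 replicate 1 and control replicate 3).

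Other lists gave no camera result past the threshold. Of 16 apoptosis genes, APAF1 (-0.56) and BCL2L11 fell with hsa-miR-548ba and BAK1 (0.61) rose and BCL2L11 fell with hsa-miR-7973 (3 and 3, and 2 and 2, when adjusted over the list alone; adjusted p = 0.730 and 0.567). Of 13 BMP genes, NOG (0.63) rose and SMAD6 (-0.70) fell with hsa-miR-548ba, and GREM1 (1.01) and BMP4 (0.66) rose with hsa-miR-7973 (3 and 1, and 2; adjusted p = 0.953 and 0.675; median -0.068 and mean 0.0155 with hsa-miR-548ba, direction higher). Of 12 genes of microRNA processing and silencing XPO5 (-0.31) and of 16 of PI3K-AKT signaling MTOR (-0.33) fell with hsa-miR-7973 (2 and 2 when adjusted over the list alone; adjusted p = 0.196 and 0.196); with hsa-miR-548ba 2 rose and 5 fell, and 2 rose and 4 fell, at an unadjusted p under 0.05 (adjusted p = 0.194 and 0.508). Of 5 endothelial and 5 theca and stromal markers, 2 fell and 1 rose with hsa-miR-548ba and 1 and 1 fell with hsa-miR-7973 at an unadjusted p under 0.05 (adjusted p = 0.389, 0.953, 0.824 and 0.494). Of leukocyte markers, 3 were measured and not tested. BAK1, NOG, SMAD6, XPO5 and MTOR stayed in 6, 7, 3, 1 and 6 of 12 fits with 1 array left out (highest adjusted p = 0.0159, 0.0167, 0.0341, 0.0279 and 0.0174, without hsa-miR-7973 replicate 2, hsa-miR-548ba replicate 1, hsa-miR-548ba replicate 3, and hsa-miR-7973 replicate 2 for the last 2).

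Lists of 1 miRNA in the paper were also counted with the other. With hsa-miR-548ba, of 23 netrin-1 genes EZR (0.82) and SIAH2 (0.73) rose and UNC5C (-0.66), NEO1, NTN4 (-0.43) and PTK2 (-0.32) fell (3 and 5 when adjusted over the list alone), of 17 TGF-beta genes SMAD3 (0.67) and SMURF2 (0.48) rose and FURIN (-0.67), JUNB (-0.56), SKIL (-0.48) and TGIF1 (-0.42) fell (3 and 4), of 22 EGFR genes MAP2K1 (1.03) and HBEGF (0.55) rose and SPRY2 (-0.84) and ADAM17 (-0.38) fell (2 and 4), and of 18 PDGF genes RAPGEF1 (1.03), NCK2 (0.94) and THBS1 rose and FURIN fell (6 and 1). Fisher's exact test (two-sided) gave adjusted p = 0.00714, 0.00173, 0.0944 and 0.0520, and camera adjusted p = 0.848, 0.486, 0.874 and 0.0703. NTN4, PTK2, SKIL and TGIF1 were named after their values were seen. NTN4, PTK2, JUNB and HBEGF stayed in 8, 3, 11 and 5 of 12 fits with 1 array left out (highest adjusted p = 0.0123, 0.0277, 0.0105 and 0.0222, without control replicate 3, hsa-miR-548ba replicate 4, hsa-miR-548ba replicate 2 and control replicate 4).

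With hsa-miR-7973, of 21 genes of the unfolded protein response ASNS (1.25), HYOU1 (1.14) and TRIB3 (0.72) rose and CALR (-0.27) fell (4 and 2 when adjusted over the list alone), of 21 ephrins and Eph receptors EPHA2 (0.73) and EFNB1 (0.51) rose (3), of 26 fatty acid genes CPT1A (0.64) rose and ELOVL4 (-0.75) and ACSL5 (-0.35) fell (2 and 4), and of 22 glycosphingolipid genes SUMF1 (1.22), ESYT1 (0.69) and GALC (0.65) rose and SUMF2 (-0.83), ARSB, CERK (-0.50), ASAH1 (-0.43) and NEU1 (-0.32) fell (4 and 8). SUMF2 differed between the miRNAs by 0.72 (adjusted p = 4.34e-04). Fisher's exact test (two-sided) gave adjusted p = 0.0990, 0.754, 0.380 and 4.83e-04, and camera adjusted p = 0.350, 0.624, 0.439 and 0.147. CERK, ASAH1 and NEU1 were named after their values were seen. CALR, ACSL5, CPT1A, ASAH1 and NEU1 stayed in 0, 3, 8, 7 and 4 of 12 fits (highest adjusted p = 0.0333, 0.0239, 0.0137, 0.0150 and 0.0192, without control replicates 2, 3, 3 and 1 and hsa-miR-7973 replicate 2).

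For the number of genes changed in each comparison, the 8 arrays were split into 4 and 4 in 35 ways. Only 1 split, the real one, gave as many by limma's moderated test. This held for hsa-miR-548ba (940), for hsa-miR-7973 (978) and between the miRNAs (64), and the highest other count was 0 in each. The test cannot exclude chance, since the real split can at best rank as 1 of 35. Every other split mixes the compared groups, which widens the spread within them and makes low counts likely. A batch shared by the 4 arrays of a mimic would give the same result. For the number changed by both miRNAs, 1 of 100 splits of the 12 arrays into 3 groups, the real one, gave as many (644). The highest other, 537, came from the only other split drawn that kept the 4 control arrays together, which points to a structure of the samples in which these arrays stand apart.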
